# Rosiglitazone Induces Mitochondrial Biogenesis in Differentiated Murine 3T3-L1 and C3H/10T1/2 Adipocytes

**DOI:** 10.1155/2011/179454

**Published:** 2011-10-15

**Authors:** James X. Rong, Jean-Louis D. Klein, Yang Qiu, Mi Xie, Jennifer H. Johnson, K. Michelle Waters, Vivian Zhang, Jennifer A. Kashatus, Katja S. Remlinger, Nan Bing, Renae M. Crosby, Tymissha K. Jackson, Sam M. Witherspoon, John T. Moore, Terence E. Ryan, Sue D. Neill, Jay C. Strum

## Abstract

Growing evidence indicates that PPAR**γ** agonists, including rosiglitazone (RSG), induce adipose mitochondrial biogenesis. By systematically analyzing mitochondrial gene expression in two common murine adipocyte models, the current study aimed to further establish the direct role of RSG and capture temporal changes in gene transcription. Microarray profiling revealed that in fully differentiated 3T3-L1 and C3H/10T1/2 adipocytes treated with RSG or DMSO vehicle for 1, 2, 4, 7, 24, and 48 hrs, RSG overwhelmingly increased mitochondrial gene transcripts time dependently. The timing of the increases was consistent with the cascade of organelle biogenesis, that is, initiated by induction of transcription factor(s), followed by increases in the biosynthesis machinery, and then by increases in functional components. The transcriptional increases were further validated by increased mitochondrial staining, citrate synthase activity, and O_2_ consumption, and were found to be associated with increased adiponectin secretion. The work provided further insight on the mechanism of PPAR**γ**-induced mitochondrial biogenesis in differentiated adipocytes.

## 1. Introduction

Peroxisomal proliferators-activated receptor (PPAR*γ*) agonists, including rosiglitazone (RSG), are effective in improving insulin sensitivity in vivo. Several mechanisms have been established underlying the beneficial effects of PPAR*γ* activation, including (1) induction of adipogenesis, sequestering lipids in adipose tissues and away from the liver and muscle, (2) regulation of adipokine release, influencing the functions of other organs through regulating adiponectin and other adipokine production, and (3) modulation of inflammation, mitigating inflammatory responses in adipose tissue and other organs [1–3].

Emerging evidence supports yet another mechanism—PPAR*γ* activation also induces mitochondrial biogenesis and ameliorates the impaired mitochondrial function in adipose tissues in type 2 diabetes mellitus (T2DM) patients and rodent models, demonstrated in others' and our studies [4–7]. However, the in vivo observations could be due to an indirect effect, resulting from normalization of hyperglycemia, changes in adipose inflammation, and so forth, where PPAR*γ* activation has been shown to play a role [3]. Additionally, the ongoing adipogenesis from preadipocytes, with which mitochondrial biogenesis is associated [8], could have accounted for the increased expression of mitochondrial genes in the adipose tissue consisted of a variety of cell types. 

While a growing number of studies are supporting the direct role of PPAR*γ* activation on mitochondrial biogenesis [8–11], the cascade of changes associated with this process has not been characterized. The present study examined the temporal regulation of the transcription of virtually all known nucleus-encoded genes involved in mitochondrial function and biogenesis in differentiated murine adipocytes using gene expression profiling. Two murine cell types were used, 3T3-L1 and C3H/10T1/2 adipocytes. Both are widely accepted models for adipocyte research, but 3T3-L1 cells are considered as preadipocytes committed to adipocyte differentiation [12, 13], whereas C3H/10T1/2 are multipotent cells capable of differentiating into myoblasts and other cell types [14]. The transcriptional changes in the two adipocyte types were further validated by quantitative real-time RT-PCR (QRT-PCR), mitochondrial staining, citrate synthase activity and O_2_ consumption. The work provided unequivocal evidence for the direct role of RSG, and insight on the mechanism of adipose mitochondrial biogenesis.

## 2. Materials and Methods

### 2.1. Cell Culture and Adipocyte Differentiation

Murine 3T3-L1 preadipocytes and C3H/10T1/2 cells were purchased from American Type Culture Collection (Manassas, VA) and maintained separately in complete medium consisting of DMEM (Invitrogen, Carlsbad, CA) containing 10% fetal bovine serum (FBS; Invitrogen). All cultures were incubated at 37°C in a humidified incubator containing 5% CO_2_ and 95% air. 

For differentiation, both cell types were plated in Costar plates (Corning, Lowell, MA) precoated with 0.2% gelatin (Sigma, St. Louis, MO) in phosphate-buffered saline (PBS). 3T3-L1 preadipocytes were differentiated using a protocol similar to those described previously that included a PPAR*γ* agonist to ensure consistent differentiation [15, 16]. Briefly, cells were plated at 63,000 cells/cm^2^ and allowed to grow 3 days. The cells were then incubated with complete medium containing insulin (Invitrogen; 0.8 *μ*M), 3-isobutyl-1-methylxanthine (Sigma; 0.5 mM), dexamethasone (Sigma; 0.25 *μ*M), and RSG (GlaxoSmithKline, Research Triangle Park, NC, 100 nM) for 2 days followed by complete medium containing insulin (0.8 *μ*M) for 2 days, and complete medium alone for 3 more days.

C3H/10T1/2 cells were plated at 1.26 × 10^5^ cells/cm^2^ and allowed to grow 24 hrs in complete medium to reach confluence. Cells were then differentiated in DMEM/F12 (Invitrogen) containing 10% FBS, RSG (10 *μ*M), and insulin (1 *μ*M) for 6 days [17].

### 2.2. Adipocyte Treatments

To avoid desensitizing effects from RSG, insulin, and serum factors, prior to treatment, all differentiated murine adipocytes were incubated for 24 hrs in a washout medium, that is, DMEM/F12 medium containing 1% essential fatty acid-free bovine serum albumin (BSA, Sigma). Preliminary data indicated the 24 hr incubation did not change cell morphology or lipid content (Figure  1 of the Supplementary Material available online at doi: 10.1155/2011/179454), or decrease the mRNA levels of adipocyte markers aP2 (Fabp4) and adiponectin (Adipoq), or increase of preadipocyte/fibroblast marker platelet-derived growth factor receptor B (Pdgfrb) [18] (Tables  1(a) and 1(b) of the Supplementary Material), while optimally increasing the response to rosiglitazone using PDK4 and PCK1 as sentinel genes (Supplemental Table  1(c) of the Supplementary Material). For microarray analysis, adipocytes in 6-well plates were treated with RSG (1 *μ*M) [8] or vehicle, dimethyl sulfoxide (DMSO, Sigma) in the washout medium for 1, 2, 4, 7, 24, and 48 hrs. To ensure enough RNA yield, two wells in a plate were used for each treatment at each time point, and cells from both wells were pooled at harvest. There were 3 replicates (differentiated from 3 different batches) in each condition for each cell type.

### 2.3. Microarray Analysis

Adipocytes were lysed using QIAGEN (Qiagen Inc., Valencia, CA) lysis buffer. The cell lysate samples were transferred to QIAGEN RNeasy Mini columns mounted on a vacuum manifold. RNA isolation, DNase I treatment, reverse transcription, and cRNA synthesis, labeling, and hybridization with Genechips mouse genome 430a array containing 14,000 well-characterized mouse genes (Affymetrix Microarray Suite; Affymetrix, Santa Clara, CA) were conducted following the standard Affymetrix protocol as previously described [7]. To avoid batch effects, the RNA samples (5 *μ*g from each treatment condition) were randomized before cRNA synthesis, and the cRNA samples were rerandomized before hybridization. Array intensity data were captured by the GeneChip Computer Operating System using the algorithm (MAS 5.0; Affymetrix). All data have been deposited by MIAME standards and will be available through Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/gds; Accession number GSE14810).

### 2.4. QRT-PCR

Adipocyte RNA was subject to QRT-PCR as previously described [7]. Cidea, Lpl, Fabp4, and Cpt1b primer/probes were ordered through Applied Biosystems (Carlsbad, CA). The sequences of the rest of the genes were shown in Table  2 of the Supplementary Material, and when possible, all primer/probes were designed to span intron regions to avoid amplification of genomic DNA. The relative RNA abundance of the target genes was normalized to the housekeeping gene 36B4 (Arbp) and expressed as delta delta CT (equivalent to fold change transformed by Log_2_).

### 2.5. Oil Red O Staining

Differentiated adipocytes were washed with PBS, fixed in 10% neutral buffered formalin (Sigma), and stained (25 minutes) with Oil Red O (Sigma) saturated in isopropanol-water solution (70 : 30, v/v). Images of stained cells were immediately captured with a SPOT RT Slider camera (Sterling Heights, MI) mounted on a Leica DMIRE2 microscope.

### 2.6. Mitochondrial Staining and Quantification

Adipocytes in 96-well black Packard View Plates (PerkinElmer, Waltham, MA) were treated with RSG (1 *μ*M) or DMSO for 24 and 48 hrs and stained (45 min, 37°C) with Mito Tracker Red CMXRos (Invitrogen; 0.9 *μ*M) in the complete medium containing Hoechst (Sigma; 1 *μ*g/mL). For quantification, plates were processed on a Cellomics ArrayScan HCS Reader using a 20X objective system detecting nuclear fluorescence via a 365(50)/535(45) filter set and via a [535(35)/590(35) filter set for Mito Tracker Red fluorescence. The Cellomics “Spot Detector” BioApplication was used to derive data from images collected. The application was programmed to manage the collection of data from a minimum of 1000 cytoplasmic objects as determined by nuclear fluorescence and subsequent segmentation provided by the software. Areas of Mito Tracker Red staining were segmented by the proprietary application to effectively threshold these areas as “spots” with gating input relative to size and intensity. The resulting spot objects were analyzed to produce well-based values of “mean total spot intensity per cell” per well. The data were averaged from 8 replicate wells for each treatment and expressed as percentage of DMSO effect.

### 2.7. Citrate Synthase Activity

After treatment with RSG (1 *μ*M) or DMSO for 24 and 48 hrs, adipocytes in 24-well plates were lysed directly in CelLytic MT Cell Lysis Reagent (Sigma; 400 *μ*L), and citrate synthase activity and protein concentrations in the lysate were measured as previously described [7]. The activity was expressed as *μ*mol·min^−1^·g protein^−1^.

### 2.8. O_2_ Consumption

3T3-L1 adipocytes differentiated in 96-well plates were treated for 48 hrs with RSG at 1 *μ*M or serially diluted concentrations indicated in the Figure Legends. The cells were then washed, trypsinized, resuspended in complete medium, and transferred to 96-well BD Oxygen Biosensor System plates (BD Biosciences, Franklin Lakes, NJ). The cell suspension was sealed from air with mineral oil (Sigma) and incubated at 37°C. Consumption of O_2_ by adipocytes was associated with increased fluorescence released by the Biosensor dye coated at the bottom of the wells. At 0, 2, 4, 6, 8, 10, and 12 hrs, the raw fluorescence was measured using a fluorescent microplate reader Analyst HT (Molecular Devices, Sunnyvale, CA) with excitation and emission wavelengths of 485 and 620 nm, respectively. The data were expressed as raw fluorescent unit or percent of DMSO-treated, as indicated in Results.

### 2.9. Adiponectin Measurement

Media from 3T3-L1 adipocytes treated with RSG (1 *μ*M) or DMSO for 1, 2, 4, 7, 24, and 48 hrs were collected and diluted by 100-fold, and adiponectin concentration was determined using a Quantikine Mouse Adiponectin/Acrp30 kit (R&D Systems, Minneapolis, MN) following manufacturer's instruction.

### 2.10. Statistical Analysis

Microarray data analysis was carried out as previously described [7]. Briefly, probe sets with intensity values ≥19.9, representing the 95 percentile of the built-in Affymetrix negative control probe sets for all the chips, were considered present. Probe set intensity values were log10-transformed and analyzed using ANOVA. *P* < 0.05 and a 1.2-fold cutoff for mean fold changes were used to select genes with a significant change [7, 10]. The relative mRNA abundance from QRT-PCR, mitochondrial staining area, citrate synthase activity, measurement of O_2_ consumption, and adiponectin concentration were presented as mean ± SE in the figures. All comparisons were done using ANOVA, and *P* < 0.05 was considered statistically significant.

## 3. Results

### 3.1. Gain of Adipocyte Morphology and Increase in Differentiation Marker mRNA after Adipocyte Differentiation

At the end of differentiation, >95% of 3T3-L1 and C3H/10T1/2 adipocytes contained Oil Red O-stained lipid droplets (Figure 1(a)). The differentiation was further confirmed, using QRT-PCR, by dramatic increase in mRNA levels of Adipoq, Fabp4, lipoprotein lipase (Lpl), and stearoyl-Coenzyme A desaturase 1 (Scd1) (Figure 1(b)), and decrease in preadipocyte/fibroblast marker Pdgfrb (Figure 1(b), insets). 

Differentiated 3T3-L1 adipocytes are white adipocytes [8], and C3H/10T1/2 adipocytes have some characteristics of brown adipocytes [19], but are generally considered white adipocytes [20]. Consistent with this, we found, compared to 3T3-L1, C3H/10T1/2 adipocytes had higher levels of brown adipocyte markers uncoupling protein 1 (Ucp1) and cell death-inducing DFFA-like effector A (Cidea) mRNA, respectively (Figure  2 of the Supplementary Material). However, the levels of other brown adipocyte markers, such as type 2 deiodinase and PGC-1*α*[20] were similar between the two cell types (Table  3 of the Supplementary Material).

### 3.2. RSG Increased Gene Transcripts Encoding Proteins Regulating Mitochondrial Energy Metabolism in Differentiated 3T3-L1 and C3H/10T1/2 Adipocytes

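Mitochondria burn fatty acids and pyruvate, and nearly all of their proteins are encoded by nuclear genes. RSG activates PPARγ, the nuclear receptor that drives fat cell formation. 3T3-L1 and C3H/10T1/2 cells are fibroblast-like mouse lines that can be turned into adipocytes in culture, and the treatments followed a washout of 24 hrs. Adipocytes of both lines then received 1 µM RSG or DMSO, the vehicle, for 1, 2, 4, 7, 24 or 48 hrs, and their RNA was hybridized to 71 arrays. Each of the 12 groups of a cell type held 3 arrays, except 3T3-L1 adipocytes with DMSO for 2 hrs, which held 2. The authors deposited MAS 5.0 signal intensities on a linear scale, corrected for background and scaled to one target per array. The median signal of an array was 50.2 to 64.2 in 3T3-L1 and 38.2 to 46.9 in C3H/10T1/2 adipocytes. At the presence limit of 19.9 stated in the methods, 67.8% to 73.9% and 62.1% to 67.7% of probe sets were present. Probe sets with at least 1 group mean at that limit were tested, 18028 in 3T3-L1 and 16123 in C3H/10T1/2 adipocytes. The log2 signals of a cell type were fitted with limma, and RSG was compared with DMSO at each time at an adjusted p under 0.05. A list of 292 probe sets for 157 genes of energy metabolism was built by gene function, with the paper's account already read, and 276 and 270 of them were tested. A second list, of 189 probe sets for 107 genes, held mitochondrial ribosomal proteins, import proteins (TIMMs and TOMMs) and heat shock proteins (HSPs). Each list was also compared with all other genes by camera, a limma test for gene sets, with 1 probe set per gene. The 3 replicates limit the precision of every value.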

Of the 22,626 probe sets on Affymetrix mouse chip 430a, 268 were previously [7] identified to represent genes encoding proteins localized to mitochondria and related to mitochondrial energy metabolism. These proteins include those involved in fatty acid oxidation (FAO), tricarboxylic acid cycle (TCA), oxidative phosphorylation pathway (OXPHOS), ATP/ADP shuttles, energy uncoupling proteins (UCP), and voltage-dependent anion channels (VDAC) responsible for the translocation of ATP, ADP, and other metabolites across the mitochondrial outer membrane.

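Fatty acid oxidation, the TCA cycle and oxidative phosphorylation need many proteins at once. The time course separates what RSG changes within hours from what follows over days. In 3T3-L1 adipocytes RSG raised 7 and lowered 5 of all tested probe sets at 1 hr. The numbers were 220 and 148 at 7 hrs, 863 and 1256 at 24 hrs, and 1117 and 1458 at 48 hrs. Of the C3H/10T1/2 probe sets 266 rose and 193 fell at 7 hrs, and then 589 and 656 at 24 hrs, and 450 and 423 at 48 hrs. With the replicate number as a block, the C3H/10T1/2 totals were 969 at 7 hrs, 2036 at 24 hrs and 1521 at 48 hrs. The 3T3-L1 total at 24 hrs was 1348 without RSG replicate 1 and 1364 without DMSO replicate 3. At 7 hrs it was 224 and 234 without RSG replicates 1 and 2, and 146 and 211 without DMSO replicates 2 and 3. The C3H/10T1/2 total at 7 hrs was 256 without RSG replicate 1 and 266 without DMSO replicate 3, and at 24 hrs 744 without RSG replicate 1 and 821 without DMSO replicate 2. Among the energy metabolism probe sets, 3 were higher at 4 hrs and 9 at 7 hrs in 3T3-L1 adipocytes, and 2 and 16 in C3H/10T1/2 adipocytes. With the replicate block the C3H/10T1/2 numbers were 4 and 28. Without DMSO replicate 3 none of the 3T3-L1 probe sets was called at 4 hrs, and without DMSO replicate 1 only 1 was in C3H/10T1/2 adipocytes. No energy probe set was lower at 1, 2, 4 or 7 hrs by limma in either cell type, but with the replicate block 1 was lower at 7 hrs in each. At an unadjusted p under 0.05, 3, 3, 3 and 5 were lower in 3T3-L1 and 1, 0, 2 and 2 in C3H/10T1/2 adipocytes, and the methods' test called 3, 3, 3 and 4, and 1, 2, 1 and 2. Of matrix and fibroblast markers 10 and 18 of 35 probe sets were lower at 24 and 48 hrs in 3T3-L1 and 9 and 10 of 33 in C3H/10T1/2 adipocytes, and for the list in 3T3-L1 adipocytes at 24 hrs adjusted p = 0.0697 with an estimated correlation.

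**Figure D1:**
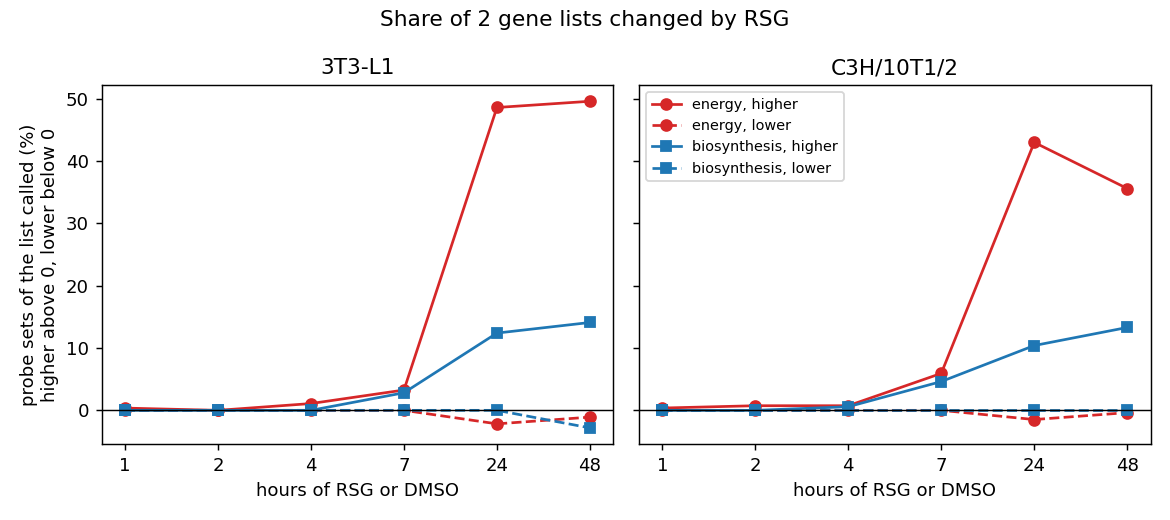
Share of tested probe sets of the energy metabolism and biosynthesis lists that were higher or lower with RSG than with DMSO, in percent, against hours of treatment, for each cell type. The energy list reached 49.6% higher in 3T3-L1 and 43% in C3H/10T1/2 adipocytes, and the biosynthesis list 14.1% and 13.3%.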

As shown in Figure 2 and Table  4 of the Supplementary Material, in both differentiated 3T3-L1 and C3H/10T1/2 adipocytes, there was a time-dependent increase in the number of energy metabolism genes induced by RSG. 

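Pyruvate dehydrogenase kinases switch off the enzyme complex that feeds pyruvate into the TCA cycle, which spares glucose when fatty acids are burned. Direct targets of a nuclear receptor can respond within an hour of ligand. The Pdk4 signal at 1 hr was 294 ± 57.9 (SD, n = 3) with RSG and 120.1 ± 27.8 (SD, n = 3) with DMSO in 3T3-L1 adipocytes, a log2 fold change of 1.30 (standard error 0.19, adjusted p = 0.000576 from limma). Its C3H/10T1/2 signal was 1054 ± 171 (SD, n = 3) with RSG and 477 ± 16.0 (SD, n = 3) with DMSO, a log2 fold change of 1.13 (standard error 0.16, adjusted p = 0.000606 from limma). No other probe set of the energy list passed the test at 1 hr by limma, and with Pdk4 included 2 in 3T3-L1 and 3 in C3H/10T1/2 adipocytes were higher at an unadjusted p under 0.05. The methods' test called Pdk4 in both cell types and, in C3H/10T1/2 adipocytes, a probe set of Pdhb, a subunit of pyruvate dehydrogenase, chosen after its values were seen. That Pdhb probe set had a log2 fold change of 0.64 (standard error 0.18, adjusted p = 0.668 from limma). Outside the list, G0s2, an inhibitor of adipose triglyceride lipase, gave 2210 ± 85.6 (SD, n = 3) with RSG and 1056 ± 60.2 (SD, n = 3) with DMSO in 3T3-L1 adipocytes, a log2 fold change of 1.07 (standard error 0.14, adjusted p = 0.000391 from limma). Its log2 fold change in C3H/10T1/2 adipocytes was 1.40 (adjusted p = 0.002 from limma), and its adjusted p was 0.0588 without DMSO replicate 2 and 0.0685 without RSG replicate 1. The kinase gene Pim3 rose by 1.07 on the log2 scale in C3H/10T1/2 adipocytes (standard error 0.11, adjusted p = 5.49e-07 from limma). Cited2, a transcriptional coregulator, fell from 629.8 ± 94.8 (SD, n = 3) with DMSO to 282 ± 48.4 (SD, n = 3) with RSG in 3T3-L1 adipocytes (log2 fold change -1.16, adjusted p = 0.000576 from limma). Rgs2, a regulator of G protein signaling, had a log2 fold change of -0.94 there (adjusted p = 0.00147 from limma). In all, 6 probe sets rose and 1 fell in C3H/10T1/2 adipocytes at this time. The total was 16 with the replicate block, and 4 without RSG replicate 1 or without DMSO replicate 2.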

At 1 hr, pyruvate dehydrogenase kinase 4 (PDK4) was the only gene in 3T3-L1 and one of the 2 in C3H/10T1/2 adipocytes significantly induced by RSG. 

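Ehhadh is the peroxisomal bifunctional enzyme of fatty acid oxidation, and Crat moves acetyl groups between coenzyme A and carnitine. Both belong to the machinery that shortens and shuttles fatty acids. By limma, Pdk4 in C3H/10T1/2 adipocytes had a log2 fold change of 1.52 (standard error 0.16, adjusted p = 1.76e-06 from limma) at 2 hrs. In 3T3-L1 adipocytes, where only 2 DMSO arrays were measured at 2 hrs, its signal was 272 ± 38.9 (SD, n = 3) with RSG and 148 ± 13.3 (SD, n = 2) with DMSO, a log2 fold change of 0.87 that did not pass the test (adjusted p = 0.103 from limma). The difference between the cell types at 2 hrs did not pass the test either (log2 difference -0.65, adjusted p = 1 from limma). Ehhadh rose in C3H/10T1/2 adipocytes, with a signal of 294 ± 60.3 (SD, n = 3) with RSG and 113 ± 23.5 (SD, n = 3) with DMSO, a log2 fold change of 1.38 (standard error 0.24, adjusted p = 0.00173 from limma). In 3T3-L1 adipocytes its signal lay between 0.3 and 13 on all 35 arrays, under the presence limit, so no change is given. The abundant Crat probe set had a log2 fold change of 0.44 in 3T3-L1 and 0.29 in C3H/10T1/2 adipocytes (adjusted p = 1 and 1 from limma). Acsl1, an acyl-CoA synthetase, was not analysed here. Outside the energy list, Pck1, which makes glycerol 3-phosphate for triglycerides, gave 176 ± 52.5 (SD, n = 3) with RSG and 30.7 ± 5.52 (SD, n = 2) with DMSO in 3T3-L1 adipocytes, a log2 fold change of 2.49 (standard error 0.32, adjusted p = 7.92e-05 from limma). The log2 fold change of Pck1 in C3H/10T1/2 adipocytes was 1.48 (adjusted p = 1.87e-06 from limma). Noct, a circadian phosphatase, rose by 1.60 on the log2 scale in 3T3-L1 adipocytes (adjusted p = 7.92e-05 from limma). Pfkfb3, an activator of glycolysis, rose by 1.58 in C3H/10T1/2 adipocytes (adjusted p = 0.000238 from limma). Over all probe sets 20 rose and 11 fell in 3T3-L1 adipocytes, and 24 rose and 13 fell in C3H/10T1/2 adipocytes, 88 in total with the replicate block. The energy list held 2 of the C3H/10T1/2 rises and none in 3T3-L1 adipocytes by limma, where 1 was called without DMSO replicate 2. In 3T3-L1 adipocytes 11 energy probe sets were higher at an unadjusted p under 0.05 and 10 by the methods' test.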

At 2 hr, there were a few more genes induced by RSG, and among them shared by both cell types were PDK4, enoyl-Coenzyme A hydratase/3-hydroxyacyl Coenzyme A dehydrogenase (Ehhadh; an indispensable component of the FAO enzymes [21]), carnitine acetyltransferase (Crat), which modulates the acetyl-CoA/CoA ratio favoring FAO [22], and acyl-CoA synthetase long-chain family member 1 (Acsl1), a PPAR*α* target implicated in providing FA for beta-oxidation and triglyceride synthesis [23, 24]. 

The largest increase in the number of RSG-induced genes occurred at 24 hrs (70% and 63% of the 268 probe sets for 3T3-L1 and C3H/10T1/2 adipocytes, resp.), and most genes remained induced at 48 hrs (66% and 57%, resp.). Among them were those encoding key enzymes or subunits of enzymes regulating the control points [21] in the TCA cycle, namely, pyruvate dehydrogenase complex (PDC), isocitrate dehydrogenase 3, and *α*-glutarate dehydrogenase, those encoding electron transporters in OXPHOS including cytochrome c and cytochrome c1, and the enzyme controlling the rate of FAO, carnitinepalmitoyl transferase 1B (CPT1B), as well as other components of the FAO enzymes.

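Fatty acid oxidation supplies electrons and acetyl groups, the TCA cycle burns the acetyl groups, and oxidative phosphorylation turns the electrons into ATP. In 3T3-L1 adipocytes 134 of 276 energy probe sets were higher with RSG at 24 hrs (48.6%) and 137 at 48 hrs. Of 270 tested in C3H/10T1/2 adipocytes, 116 were higher at 24 hrs and 96 at 48 hrs (35.6%). Adjusted over the list alone, 179 and 164 were higher in 3T3-L1 and 162 and 147 in C3H/10T1/2 adipocytes. The 3T3-L1 number at 24 hrs was 84 without RSG replicate 1 and 78 without DMSO replicate 2, and the C3H/10T1/2 number at 48 hrs was 61 without RSG replicate 2 and 57 without DMSO replicate 1. The median log2 fold change of the list at 48 hrs was 0.46 in 3T3-L1 and 0.37 in C3H/10T1/2 adipocytes. Against all other genes, camera with its preset correlation of 0.01 gave an adjusted p of 1e-30 and 2.87e-41 at 24 hrs and 3.38e-32 and 1.9e-39 at 48 hrs. These values would be less extreme with a larger correlation between genes. Of the fatty acid oxidation probe sets, 24 and 31 of 49 rose in 3T3-L1 adipocytes at 24 and 48 hrs, as did 22 and 22 in C3H/10T1/2 adipocytes. For the TCA cycle the numbers were 20 and 28 of 34, and 23 and 21. For oxidative phosphorylation they were 80 and 71 of 160, and 66 and 50 of 157. The 3T3-L1 oxidative phosphorylation list at 48 hrs had a camera adjusted p of 1.55e-21, and adjusted p = 0.0574 with an estimated correlation. Among the smaller groups at 24 hrs, VDAC channels rose with 4 of 6 probe sets in 3T3-L1 and 2 in C3H/10T1/2 adipocytes. Of the ATP shuttle probe sets limma called 6 of 24 and 3 of 21 higher. At an unadjusted p under 0.05, 10 and 6 of them were higher and 3 and 1 lower. With an estimated correlation the VDAC group was not called in 3T3-L1 (adjusted p = 0.0756) or in C3H/10T1/2 adipocytes (adjusted p = 0.119). The mean level of the energy genes, relative to DMSO at 1 hr, reached 0.55 ± 0.085 (SD, n = 3) on the log2 scale with RSG at 24 hrs in 3T3-L1 adipocytes and 0.07 ± 0.12 (SD, n = 3) with DMSO. The C3H/10T1/2 level was 0.08 ± 0.029 (SD, n = 3) with RSG and -0.32 ± 0.015 (SD, n = 3) with DMSO. By limma, 95 energy probe sets were lower and 6 higher at 24 hrs than at 1 hr in C3H/10T1/2 adipocytes with DMSO alone, and 6 were lower and 11 higher with RSG, or 7 higher without RSG 1-hr replicate 2 and 3 lower without RSG 1-hr replicate 1. Of the fibroblast and matrix list 8 of 33 probe sets were higher in that DMSO comparison (camera p = 0.00252, and p = 0.072 with an estimated correlation). The shared DMSO arrays at 24 hrs tie the RSG effect and the DMSO time course together.

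**Figure D2:**
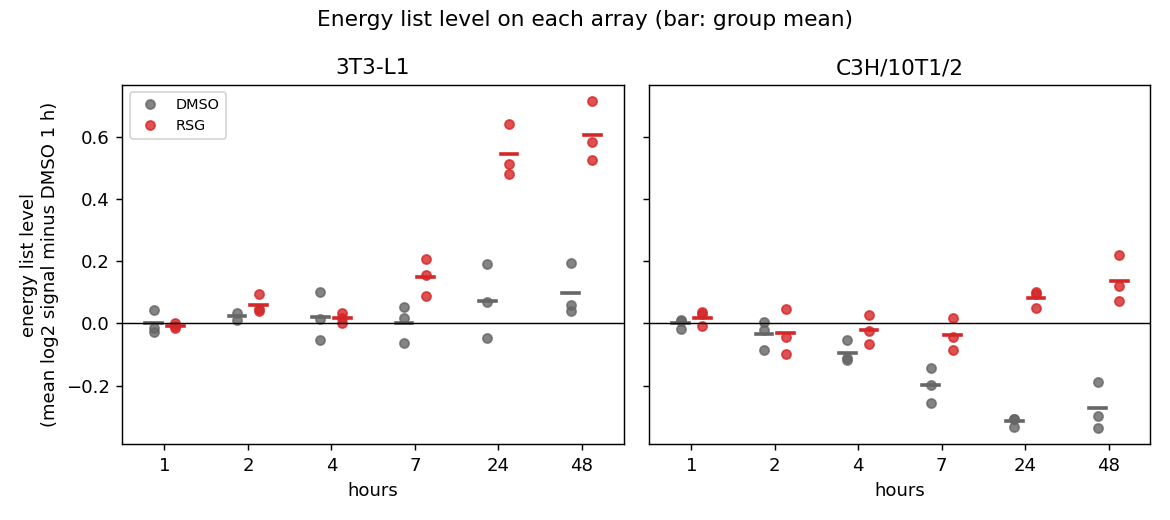
Mean log2 level of the genes of the energy list per array, relative to the DMSO mean at 1 hr, against hours of treatment for each cell type. At 48 hrs the group means were 0.61 ± 0.097 (SD, n = 3) with RSG and 0.10 ± 0.084 (SD, n = 3) with DMSO in 3T3-L1, and 0.14 ± 0.076 (SD, n = 3) and -0.27 ± 0.077 (SD, n = 3) in C3H/10T1/2 adipocytes.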

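The pyruvate dehydrogenase complex joins glycolysis to the TCA cycle through its subunits Pdha1, Pdhb, Dlat and Dld. Isocitrate dehydrogenase 3 and oxoglutarate dehydrogenase set the pace of the cycle, and cytochrome c carries electrons from complex III to complex IV. Dlat rose at 24 hrs by 1.32 (adjusted p = 9.02e-07 from limma) on the log2 scale in 3T3-L1 and by 1.03 (adjusted p = 1.68e-05 from limma) in C3H/10T1/2 adipocytes. Pdhb rose by 0.84 (adjusted p = 1.4e-06 from limma) in 3T3-L1 adipocytes, while in C3H/10T1/2 adipocytes its log2 fold change was 0.38 with an adjusted p of 0.0522 from limma, and 0.0262 with the replicate block. Dld rose by 0.87 (adjusted p = 0.000395 from limma) at 48 hrs in 3T3-L1 adipocytes. Pdha1 at 48 hrs had a log2 fold change of 0.60 in C3H/10T1/2 adipocytes (adjusted p = 0.0101 from limma, and 0.0563 without DMSO replicate 2). The most abundant Idh3a probe set rose at 24 hrs by 1.15 (adjusted p = 1.1e-07 from limma) and 0.60 (adjusted p = 0.00118 from limma) in 3T3-L1 and C3H/10T1/2 adipocytes, and Idh3b by 0.55 and 0.59 (adjusted p = 0.0038 and 0.00328). Ogdh rose by 0.96 (adjusted p = 1.82e-05 from limma) in 3T3-L1 and 0.70 (adjusted p = 0.00155 from limma) in C3H/10T1/2 adipocytes, and its partner Dlst by 1.01 and 0.58 at 48 hrs (adjusted p = 4.43e-05 and 0.00499). The Cycs signal at 24 hrs was 2850 ± 289 (SD, n = 3) with RSG and 754 ± 182 (SD, n = 3) with DMSO in 3T3-L1 adipocytes, a log2 fold change of 1.94 (standard error 0.17, adjusted p = 2.2e-09 from limma), and 0.93 (adjusted p = 5.52e-07) in C3H/10T1/2 adipocytes. Cyc1, cytochrome c1 of complex III, rose by 0.84 (adjusted p = 8.62e-06 from limma) and 0.75 (adjusted p = 0.000508 from limma) at 24 hrs. Among the fatty acid oxidation genes Hadhb, a subunit of the trifunctional protein, gave 4651 ± 485 (SD, n = 3) with RSG and 1485 ± 202 (SD, n = 3) with DMSO in 3T3-L1 adipocytes at 24 hrs, a log2 fold change of 1.65 (standard error 0.12, adjusted p = 4.59e-11 from limma). Hadhb in C3H/10T1/2 adipocytes rose by 1.09 (adjusted p = 3.07e-08 from limma) at 48 hrs, and Acaa2, which cleaves the shortened chain, by 1.30 (adjusted p = 9.02e-09 from limma). Slc25a20, the carnitine carrier of the inner membrane, rose by 1.46 (adjusted p = 5.38e-05 from limma) in 3T3-L1 adipocytes at 48 hrs. Cpt1b was not analysed here. Subunits of complex IV rose too, with Cox7a1 at 308 ± 46.9 (SD, n = 3) with RSG and 43 ± 7.57 (SD, n = 3) with DMSO in 3T3-L1 adipocytes at 48 hrs (log2 fold change 2.85, adjusted p = 1.24e-09) and a log2 fold change of 2.31 (adjusted p = 1.07e-07) in C3H/10T1/2 adipocytes. Ndufs1 of complex I rose by 0.87 (adjusted p = 0.000368 from limma) in 3T3-L1 adipocytes at 24 hrs and by 0.76 (adjusted p = 0.00238 from limma) in C3H/10T1/2 adipocytes at 48 hrs. Atp5o of complex V rose by 0.88 and 0.73 at 24 hrs (adjusted p = 0.000176 and 0.000371). Over the complexes, 33 of 66 probe sets of complex I, 3 of 7 of complex II, 12 of 19 of complex III with cytochrome c, 17 of 37 of complex IV and 15 of 31 of complex V were higher at 24 hrs in 3T3-L1 adipocytes. The C3H/10T1/2 numbers were 31 of 66, 3 of 7, 10 of 19, 7 of 35 and 15 of 30. In 3T3-L1 adipocytes complex I (adjusted p = 0.0738) and complex V (adjusted p = 0.0897) were not called by camera with an estimated correlation at 24 hrs.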

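Ucp1 lets brown fat cells turn the proton gradient into heat, and its mRNA is close to absent from white adipocytes. Cidea coats lipid droplets and is abundant in brown fat. The Ucp1 signal lay between 1.5 and 7 in 3T3-L1 and between 0.9 and 5.6 in C3H/10T1/2 adipocytes, under the presence limit on every array, so no change is given for it. The Cidea signal at 48 hrs was 787 ± 221 (SD, n = 3) with RSG and 103 ± 26.6 (SD, n = 3) with DMSO in 3T3-L1 adipocytes, a log2 fold change of 2.92 (standard error 0.48, adjusted p = 5.71e-05 from limma). In the same comparison in C3H/10T1/2 adipocytes it was 800.4 ± 122 (SD, n = 3) with RSG and 214 ± 74.3 (SD, n = 3) with DMSO, a log2 fold change of 1.95 (standard error 0.33, adjusted p = 0.000199 from limma). That RSG level was under the DMSO level of Cidea at 1 hr in those cells. The fold change is thus set against a fallen DMSO level and does not show a rise of Cidea above its starting level. At 24 hrs its log2 fold change was 1.51 in 3T3-L1 adipocytes (adjusted p = 0.0375 from limma, and 0.125 without DMSO replicate 1, 0.114 without DMSO replicate 2, 0.104 without RSG replicate 2 and 0.173 without RSG replicate 3). Its value in C3H/10T1/2 adipocytes was 1.22 at that time (adjusted p = 0.0165 from limma, and 0.133 without DMSO replicate 1, 0.0627 without DMSO replicate 2 and 0.0998 without RSG replicate 3). The size of the Cidea effect was not shown to differ between the cell types, with a log2 difference of 0.97 at 48 hrs (adjusted p = 0.696 from limma). Of the brown adipocyte markers, 3 and 4 of 17 probe sets rose at 24 and 48 hrs in 3T3-L1 adipocytes, and 5 and 4 of 13 in C3H/10T1/2 adipocytes. In C3H/10T1/2 adipocytes with DMSO 4 of the 13 were lower and 1 higher at 24 hrs than at 1 hr (median log2 change -0.217, camera p = 0.00078, and p = 0.00603 with an estimated correlation). With RSG 1 was lower and 2 higher (median -0.279). The C3H/10T1/2 rises at 24 hrs were thus set against DMSO arrays on which the list had fallen. Cox8b, a brown and muscle form of a complex IV subunit, rose by 2.12 (adjusted p = 2.66e-06 from limma) at 48 hrs in 3T3-L1 adipocytes. Elovl3, which lengthens fatty acids in brown fat, rose by 1.20 (adjusted p = 0.00197 from limma) at 24 hrs in C3H/10T1/2 adipocytes. Of the matrix and fibroblast markers Thy1 was lower in 3T3-L1 adipocytes at 48 hrs, with a log2 fold change of -1.17 (adjusted p = 0.000355 from limma).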

Ucp1 transcription was not changed in 3T3 L1 and C3H/10T1/2 adipocytes, while Cidea, controlling the protein levels and activity of AMP-activated protein kinase (AMPK) [25], was induced by RSG at 24 and/or 48 in both cell types. Both Ucp2 and Ucp3 were induced by RSG at earlier time points, that is, 2 or 4 hrs in both cell types, and remained induced through 48 hrs. 

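Atpif1 blocks the ATP synthase when the proton gradient collapses, and Pdk3 is another kinase of pyruvate dehydrogenase. In 3T3-L1 adipocytes 6 energy probe sets were lower with RSG at 24 hrs (2.17%) and 3 at 48 hrs (1.09%). Of the C3H/10T1/2 probe sets 4 were lower at 24 hrs (1.48%) and 1 at 48 hrs. Adjusted over the list alone, 10 and 7 were lower in 3T3-L1 and 5 and 3 in C3H/10T1/2 adipocytes. The 3T3-L1 number was 3 at 24 hrs without RSG replicate 1 and 5 at 48 hrs without DMSO replicate 1. The single C3H/10T1/2 probe set at 48 hrs was lost without RSG replicate 3 or any 1 of DMSO replicates 1, 2 and 3. Atpif1 fell in 3T3-L1 adipocytes at 48 hrs, with signals of 73.2 ± 7.30 (SD, n = 3) with RSG and 228 ± 39.2 (SD, n = 3) with DMSO, a log2 fold change of -1.63 (standard error 0.16, adjusted p = 1.44e-08 from limma). At 24 hrs its log2 fold change was -1.11 (adjusted p = 1.68e-05 from limma). Atpif1 also fell in C3H/10T1/2 adipocytes at 24 hrs by 0.73 on the log2 scale (adjusted p = 0.00531 from limma, and 0.0631 without RSG replicate 3). Pdk3 had a log2 fold change of -0.89 (adjusted p = 0.00155 from limma) at 24 hrs and -1.06 (adjusted p = 0.000157 from limma) at 48 hrs in 3T3-L1 adipocytes. The matrix gene Dcn, of the list that fell with RSG, had a log2 fold change of -1.12 (adjusted p = 4.88e-07 from limma) at 48 hrs in those cells.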

 

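Ucp3 is a mitochondrial carrier of muscle and brown fat whose mRNA follows the supply of fatty acids. It has 2 probe sets on this array, and the first given here is the one called in C3H/10T1/2 adipocytes. It gave 119 ± 16.7 (SD, n = 3) with RSG and 60.4 ± 9.80 (SD, n = 3) with DMSO there at 7 hrs, a log2 fold change of 0.98 (adjusted p = 0.0185 from limma). The adjusted p was 0.089 without DMSO replicate 2, 0.0748 without RSG replicate 1 and 0.0895 without RSG replicate 3. At 48 hrs its log2 fold change was 0.81 (adjusted p = 0.042 from limma, and 0.203 without DMSO replicate 1, 0.181 without DMSO replicate 2, 0.0819 without RSG replicate 1, 0.0544 without RSG replicate 2 and 0.181 without RSG replicate 3). With the replicate block its adjusted p was 0.0221 at 2 hrs, 0.00345 at 4 hrs and 0.0182 at 24 hrs. The second probe set did not pass the test in C3H/10T1/2 adipocytes (adjusted p = 0.121 and 0.0678 from limma at 24 and 48 hrs, and 0.0273 and 0.0094 with the replicate block). In 3T3-L1 adipocytes neither Ucp3 probe set passed the test at any time. The nearest was the second one at 24 hrs, with a log2 fold change of 0.57 (adjusted p = 0.0827 from limma, and 0.0118 without DMSO replicate 1). With the replicate block, although these arrays were taken to share only a number, its adjusted p was 0.0129 at 7 hrs and 0.00997 at 24 hrs. The first one at 2 hrs had a log2 fold change of 1.62 (adjusted p = 0.118 from limma, and 0.0145 without DMSO replicate 2). Of the 3 tested uncoupling protein probe sets, limma called none in 3T3-L1 adipocytes at 24 and 48 hrs, and 1 and 1 were higher at an unadjusted p under 0.05. Ucp2 was not analysed here.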

Few energy metabolism genes were downregulated by RSG at any time point (≤3% for both 3T3-L1 and C3H/10T1/2 adipocytes). However, among the downregulated, 3 were shared by the two adipocyte types: acyl-CoA synthetase long-chain family member 5 (Acsl5), which activates exogenous fatty acids destined for triglyceride synthesis [26], short/branched chain acyl-Coenzyme A dehydrogenase (Acadsb), and Slc25a24, which encodes a mitochondrial membrane phosphate carrier.

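Acsl5 activates fatty acids on the outer mitochondrial membrane, Acadsb breaks down a product of isoleucine, and Slc25a24 exchanges ATP-Mg for phosphate. Acsl5 fell at 24 hrs in both cell types, with signals of 178 ± 35.4 (SD, n = 3) with RSG and 291 ± 41.2 (SD, n = 3) with DMSO in 3T3-L1 adipocytes and a log2 fold change of -0.72 (adjusted p = 0.00609 from limma). Its signal in C3H/10T1/2 adipocytes was 209 ± 29.9 (SD, n = 3) with RSG and 341 ± 11.9 (SD, n = 3) with DMSO, with an adjusted p of 0.00127 from limma. At 48 hrs its log2 fold change in C3H/10T1/2 adipocytes was -0.41 (adjusted p = 0.0904 from limma, and 0.0415 with the replicate block). Acadsb had a log2 fold change of -0.49 (adjusted p = 0.00741 from limma) at 24 hrs in 3T3-L1 adipocytes. Its adjusted p there was 0.0623 without DMSO replicate 3 and 0.0556 without RSG replicate 1. At 48 hrs it was -0.39 (adjusted p = 0.0322 from limma, and 0.142 without DMSO replicate 2, 0.084 without DMSO replicate 3, 0.19 without RSG replicate 1 and 0.0561 without RSG replicate 3). Acadsb in C3H/10T1/2 adipocytes had a log2 fold change of -0.63 (adjusted p = 0.00965 from limma) at 24 hrs, with an adjusted p of 0.0722 without DMSO replicate 3 and 0.0577 without RSG replicate 1. At 48 hrs its adjusted p was 0.0669 from limma and 0.0347 with the replicate block. Slc25a24 fell at 24 hrs in 3T3-L1 adipocytes by 1.42 on the log2 scale (adjusted p = 0.0087 from limma, and 0.152 without RSG replicate 1). At 48 hrs it did not pass the test (adjusted p = 0.0714 from limma, and 0.0154 without DMSO replicate 1). Slc25a24 in C3H/10T1/2 adipocytes was under the presence limit on every RSG array at 24 hrs, so the fall was at least 2.01-fold (adjusted p = 0.00536 from limma). At 7 hrs its log2 fold change there was -1.02 (adjusted p = 0.0714 from limma, and 0.00565 with the replicate block).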

### 3.3. RSG Increased Gene Transcripts Encoding Proteins Regulating Mitochondrial Protein Synthesis, Transport and Folding, and Mitochondrial Structure in Differentiated 3T3-L1 and C3H/10T1/2 Adipocytes

Mitochondrial biogenesis involves both translation of mitochondrial DNA-encoded genes on mitochondrial ribosomes, and translation of nuclear DNA-encoded genes in the cytosol, followed by translocation of the nascent proteins across the mitochondrial membranes and proper folding of these proteins within mitochondria assisted by translocases of inner and outer mitochondrial membranes (TIMMs & TOMMs) and heat shock proteins (HSPs). 

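Mitochondrial ribosomes translate the few genes of mitochondrial DNA, while import channels and chaperones bring in and fold everything else. At 1 and 2 hrs limma called no probe set of the biosynthesis list in 3T3-L1 (177 tested) or C3H/10T1/2 adipocytes (173 tested). At an unadjusted p under 0.05, 2 and 2 were higher in 3T3-L1 and 1 and 1 in C3H/10T1/2 adipocytes, and 5 and 2, and 0 and 1, were lower. The methods' test called 2 and 2 higher and 7 and 2 lower in 3T3-L1 adipocytes, and 1 and 1 higher and 0 and 1 lower in C3H/10T1/2 adipocytes. At 4 hrs limma called none in 3T3-L1 adipocytes, against 5 higher at an unadjusted p under 0.05 and 5 by the methods' test. The import gene Timm8a1 rose in C3H/10T1/2 adipocytes at 4 hrs, with a log2 fold change of 0.68 (standard error 0.16, adjusted p = 0.0372 from limma). That call was lost without any 1 of RSG replicates 1, 2 and 3 or DMSO replicates 1 and 3. In those cells 14 probe sets were higher at 4 hrs at an unadjusted p under 0.05, and 14 by the methods' test. Camera called the biosynthesis list at 4 hrs in C3H/10T1/2 adipocytes (adjusted p = 0.000315), with adjusted p = 0.17 with an estimated correlation. In 3T3-L1 adipocytes camera called the list at 1 hr as lower (adjusted p = 6.7e-05, and adjusted p = 0.333 with an estimated correlation). Over all genes 98 probe sets rose and 31 fell at 4 hrs in 3T3-L1 adipocytes, a total of 83 without RSG replicate 1 and 75 without DMSO replicate 2. Among the C3H/10T1/2 probe sets 86 rose and 37 fell, and the total was 241 with the replicate block, 58 and 76 without RSG replicates 1 and 2 and 55 without DMSO replicate 3.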

As shown in Figure 3(a), of the 137 probe sets representing mitochondrial HSPs, ribosomal proteins, and TIMMs & TOMMs, few were affected by RSG at 1, 2, and 4 hrs. However, at 7 hrs after RSG treatment, 18% and 23% of the genes were induced in 3T3-L1 and C3H/10T1/2 adipocytes, respectively, whereas the rest remained unchanged except for a few (2%) that were downregulated. 

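Import proteins thread new enzymes through both mitochondrial membranes. At 7 hrs limma called 5 biosynthesis probe sets higher in 3T3-L1 and 8 in C3H/10T1/2 adipocytes, 2.82% and 4.62% of those tested. Adjusted over the list alone 7 and 17 were higher, and with the replicate block the C3H/10T1/2 number was 18. The 3T3-L1 number was 2, 2 and 3 without RSG replicates 1, 2 and 3, and 3, 1 and 3 without DMSO replicates 1, 2 and 3. The C3H/10T1/2 number was 3 and 5 without RSG replicates 1 and 2, and 4 and 4 without DMSO replicates 2 and 3. The methods' test called 27 higher in 3T3-L1 and 33 in C3H/10T1/2 adipocytes. Limma called none lower at 7 hrs, against 2 in 3T3-L1 and 1 in C3H/10T1/2 adipocytes at an unadjusted p under 0.05, and 3 and 2 by the methods' test. The called probe sets in 3T3-L1 adipocytes were of Timm10, Timm23, Timm8a1 and Tomm70a, all import proteins. Timm22, Timm23, Timm8a1 and Tomm70a were called in C3H/10T1/2 adipocytes with the ribosomal protein genes Mrpl12, Mrpl18 and Mrpl19. The import proteins as a group were called by camera in both cell types (adjusted p = 9.02e-06 and 2.26e-09). For the whole biosynthesis list camera gave an adjusted p of 1.15e-06 in 3T3-L1 and 2.1e-10 in C3H/10T1/2 adipocytes, with adjusted p = 0.218 in 3T3-L1 adipocytes with an estimated correlation. The energy list had 9 higher probe sets in 3T3-L1 adipocytes at 7 hrs, 5 without DMSO replicate 2. It had 16 in C3H/10T1/2 adipocytes, 28 with the replicate block and 10 without RSG replicate 1 or RSG replicate 3. Camera gave the energy list an adjusted p of 5.08e-09 in 3T3-L1 adipocytes, and adjusted p = 0.147 with an estimated correlation.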

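Mrpl and Mrps genes encode the large and small subunits of the mitochondrial ribosome. Heat shock proteins fold the imported chains in the matrix, and the protease Lonp1 clears damaged ones. At 24 hrs 22 biosynthesis probe sets were higher in 3T3-L1 adipocytes and 18 in C3H/10T1/2 adipocytes. At 48 hrs 25 were higher and 5 lower in 3T3-L1 adipocytes, and 23 were higher and none lower in C3H/10T1/2 adipocytes, where 1 was lower at an unadjusted p under 0.05 and 1 by the methods' test. Adjusted over the list alone, 29 and 27 were higher in 3T3-L1 and 29 and 33 in C3H/10T1/2 adipocytes. The 3T3-L1 number at 24 hrs was 12 without RSG replicate 1, 14 without DMSO replicate 1 and 12 without DMSO replicate 2. With the replicate block the C3H/10T1/2 numbers were 35 and 36. Without RSG replicate 1 or DMSO replicate 1 the number at 24 hrs was 11, and without DMSO replicate 1 that at 48 hrs was 11. Camera gave adjusted p = 7.2e-07 at 24 hrs and 0.000784 at 48 hrs in 3T3-L1 adipocytes, and with an estimated correlation adjusted p = 0.204 and 0.425. Camera gave 4.72e-11 and 5.54e-11 in C3H/10T1/2 adipocytes. By group, import proteins rose with 12 and 10 of 39 probe sets in 3T3-L1 and 6 and 5 in C3H/10T1/2 adipocytes. Of the ribosomal protein probe sets limma called 6 and 8 of 121 higher in 3T3-L1 and 11 and 12 of 117 in C3H/10T1/2 adipocytes. Over all 18028 tested 3T3-L1 probe sets it called 863 and 1117 higher, so the 3T3-L1 counts do not set the ribosomal group apart. At an unadjusted p under 0.05, 24 and 18 of the 121 were higher and 4 and 12 lower. The heat shock proteins rose with 4 and 7 of 17, and 1 and 6. With an estimated correlation the 3T3-L1 import proteins were not called (adjusted p = 0.0699 and 0.112), and neither were the ribosomal proteins in 3T3-L1 adipocytes at 24 hrs (adjusted p = 0.465) or in C3H/10T1/2 adipocytes at 48 hrs (adjusted p = 0.0674). Timm8a1 (1 of its 2 probe sets) rose by 0.91 (adjusted p = 0.00504 from limma) and Timm23 by 0.76 (adjusted p = 9.79e-06 from limma) on the log2 scale at 24 hrs in 3T3-L1 adipocytes. Mrpl12 gave 925 ± 102 (SD, n = 3) with RSG and 452 ± 34.0 (SD, n = 3) with DMSO in 3T3-L1 adipocytes at 24 hrs, a log2 fold change of 1.03 (standard error 0.17, adjusted p = 5.26e-05 from limma), and rose by 0.70 (adjusted p = 0.00111 from limma) in C3H/10T1/2 adipocytes. Chchd3, which holds the cristae in shape, and the protease Lonp1 rose at 48 hrs by 0.60 and 1.08 in 3T3-L1 adipocytes (adjusted p = 0.00347 and 0.000149 from limma). They rose in C3H/10T1/2 adipocytes by 0.65 and 1.10 (adjusted p = 0.00018 and 8.09e-05). Mrpl52 went the other way in 3T3-L1 adipocytes at 48 hrs (-1.07, adjusted p = 0.000364), as did Mrps15 (-0.70, adjusted p = 0.00615).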

The number of induced genes increased slightly at 24 and 48 hrs in both cell types.

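Immt holds the junctions of the inner membrane folds, Opa1 fuses inner membranes, and Bcs1l helps assemble complex III. One of the 3 Immt probe sets gave 1029 ± 78.3 (SD, n = 3) with RSG and 665 ± 98.3 (SD, n = 3) with DMSO in 3T3-L1 adipocytes at 24 hrs, a log2 fold change of 0.64 (standard error 0.13, adjusted p = 0.000824 from limma), and 0.56 (adjusted p = 0.00214) at 48 hrs. It also rose in C3H/10T1/2 adipocytes, by 0.51 (adjusted p = 0.00216 from limma) at 24 hrs. At 48 hrs its log2 fold change there was 0.43 (adjusted p = 0.0101 from limma, and 0.11 without RSG replicate 1). Another Immt probe set rose by 1.32 (adjusted p = 7.86e-05 from limma) at 48 hrs in 3T3-L1 adipocytes. Its adjusted p in C3H/10T1/2 adipocytes at 48 hrs was 0.199 from limma and 0.0238 with the replicate block. One of 2 Opa1 probe sets rose in 3T3-L1 adipocytes at 48 hrs, with 107 ± 7.21 (SD, n = 3) with RSG and 48.7 ± 16.2 (SD, n = 3) with DMSO and a log2 fold change of 1.20 (standard error 0.25, adjusted p = 0.000987 from limma). At 24 hrs it was 0.96 (adjusted p = 0.00949 from limma, and 0.0654 without DMSO replicate 3). At 48 hrs in C3H/10T1/2 adipocytes this Opa1 probe set had a log2 fold change of 0.66 (adjusted p = 0.0313 from limma). The adjusted p was 0.0787 without DMSO replicate 1, 0.112 without DMSO replicate 2, 0.0561 without DMSO replicate 3, 0.252 without RSG replicate 1 and 0.0527 without RSG replicate 2. At 24 hrs it was 0.52 (adjusted p = 0.0932 from limma, 0.0418 with the replicate block and 0.0139 without RSG replicate 3). Bcs1l did not pass the test in 3T3-L1 adipocytes at 24 hrs (log2 fold change 0.049, adjusted p = 0.934 from limma). Bcs1l in C3H/10T1/2 adipocytes gave 285 ± 24.8 (SD, n = 3) with RSG and 199 ± 29.4 (SD, n = 3) with DMSO at 24 hrs, a log2 fold change of 0.52 (adjusted p = 0.0215 from limma, and 0.0701 without DMSO replicate 1, 0.129 without DMSO replicate 3, 0.0564 without RSG replicate 2 and 0.0912 without RSG replicate 3). At 48 hrs the log2 fold change was 0.47 (adjusted p = 0.0521 from limma, 0.0149 with the replicate block and 0.0138 without DMSO replicate 2 and 0.0466 without RSG replicate 1). The cell types were not shown to differ for Bcs1l at 24 hrs (log2 difference -0.47, adjusted p = 0.679 from limma). As a group, 4 and 5 of 7 structural probe sets rose in 3T3-L1 adipocytes and 2 and 3 in C3H/10T1/2 adipocytes. The C3H/10T1/2 group at 48 hrs had adjusted p = 0.0519 with an estimated correlation.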

RSG also induced mitochondrial structural proteins not directly involved in metabolic function (Figure 3(b)), including mitofilin (Immt), optic atrophy 1 (Opa1) at 24 and 48 hrs in both 3T3-L1 and C3H/10T1/2adipocytes, and BCS1-like protein (Bcs1l) in C3H/10T1/2 at 24 and 48 hr, but unaffected in 3T3-L1 adipocytes. 

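Surf1 is an assembly factor of complex IV, and its loss causes a fatal disease of the nervous system. In 3T3-L1 adipocytes at 48 hrs the Surf1 signal was 400.1 ± 61.5 (SD, n = 3) with RSG and 669.7 ± 202 (SD, n = 3) with DMSO, a log2 fold change of -0.71 (standard error 0.18, adjusted p = 0.00496 from limma). Its adjusted p was 0.0799 without DMSO replicate 1. At 24 hrs the log2 fold change was -0.56 (adjusted p = 0.0355 from limma, and 0.0617 without DMSO replicate 2, 0.17 without DMSO replicate 3, 0.0636 without RSG replicate 1 and 0.161 without RSG replicate 2). Surf1 in C3H/10T1/2 adipocytes had a log2 fold change of -0.34 (adjusted p = 0.124 from limma) at 24 hrs, and the methods' test called that fall. Other complex IV genes rose at the same time, with 17 of 37 probe sets higher and none lower by limma in 3T3-L1 adipocytes at 48 hrs and 0 lower at an unadjusted p under 0.05. Of 35 tested in C3H/10T1/2 adipocytes, 8 were higher at 48 hrs.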

Surfeit 1 (Surf1), previously found to be induced by RSG in db/db adipose tissue but not in DIO mice [7], was downregulated by RSG in 3T3-L1 and C3H/101/2 adipocytes at 24 and/or 48 hrs.

### 3.4. RSG Effects on Transcription Factors Regulating Mitochondrial Biogenesis

Ligand-bound PPAR*γ* could regulate the expression of mitochondrial genes by interacting with transcription factors that act directly at the promoters of these genes. Alternatively, PPAR*γ* activation could induce or suppress the expression of nuclear factors that in turn interact with mitochondrial gene promoters. To evaluate the latter possibility, RSG effects on the transcription of transcription factors/cofactors known to regulate mitochondrial gene expression [27–30] were examined. 

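PGC-1β is a coactivator that binds nuclear receptors and ERRα and switches on genes of fatty acid oxidation and respiration. Cells that overexpress it make more mitochondria. The Ppargc1b signal in 3T3-L1 adipocytes at 2 hrs was 196 ± 4.11 (SD, n = 3) with RSG and 103 ± 33.6 (SD, n = 2) with DMSO, a log2 fold change of 0.97 (standard error 0.20, adjusted p = 0.0174 from limma). Its adjusted p was 0.697 without DMSO replicate 2, 0.0788 without RSG replicate 1, 0.0651 without RSG replicate 2 and 0.0631 without RSG replicate 3. At 4 hrs the log2 fold change was 0.90 (adjusted p = 0.00541 from limma, and 0.104 without DMSO replicate 2), and at 7 hrs 0.77 (adjusted p = 0.0122 from limma, and 0.0967 without DMSO replicate 2 and 0.0745 without RSG replicate 1). At 24 and 48 hrs it was 1.09 and 0.99 (adjusted p = 5.19e-05 and 0.000134). Ppargc1b in C3H/10T1/2 adipocytes gave 376 ± 20.0 (SD, n = 3) with RSG and 116 ± 19.3 (SD, n = 3) with DMSO at 4 hrs, a log2 fold change of 1.71 (standard error 0.24, adjusted p = 0.000104 from limma). It was 1.66 at 7 hrs (adjusted p = 8.71e-05 from limma) and 1.10 at 24 hrs (adjusted p = 0.00389). At 48 hrs it was 0.91 (adjusted p = 0.0214 from limma, and 0.153 without DMSO replicate 1, 0.0647 without RSG replicate 1 and 0.0744 without RSG replicate 3). At 1 hr Ppargc1b did not pass the test in 3T3-L1 adipocytes (adjusted p = 0.999 from limma).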

As shown in Figure 3(c), PGC-1*β* (Ppargc1b) was induced at 2 and 4 hr in 3T3-L1 and C3H/10T1/2 adipocytes, respectively, and the induction remained through 48 hrs. Meanwhile, PGC-1*α* (Ppargc1a) was induced by RSG only at 24 hr in both cell types. 

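PGC-1α, the relative of PGC-1β that drives brown fat and muscle mitochondria, has several probe sets on the array. The most responsive of them gave 117 ± 25.3 (SD, n = 3) with RSG and 53.1 ± 15.2 (SD, n = 3) with DMSO in 3T3-L1 adipocytes at 24 hrs, a log2 fold change of 1.16 (standard error 0.26, adjusted p = 0.00212 from limma). At that time in C3H/10T1/2 adipocytes it was under the presence limit on every DMSO array, so the rise was at least 1.41-fold (adjusted p = 0.0143 from limma, and 0.119 without DMSO replicate 1 and 0.0576 without RSG replicate 2). No other Ppargc1a probe set passed the test in either cell type, the nearest being one in 3T3-L1 adipocytes at 24 hrs (adjusted p = 0.116 from limma). At 48 hrs the adjusted p of the responsive probe set was 0.443 in 3T3-L1 and 0.398 in C3H/10T1/2 adipocytes.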

PPAR*α* (Ppara) and ERR*α* (Essra) were both induced by RSG at 24 and 48 hr in 3T3-L1 adipocytes, and 7, 24, and 48 hr in C3H/10T1/2 adipocytes. 

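PPARα is the nuclear receptor of fatty acid breakdown, and ERRα works with PGC-1 coactivators on genes of respiration. Ppara was under the presence limit on every DMSO array of the groups named here, so only bounds are given. In 3T3-L1 adipocytes the rise was at least 1.39-fold at 24 hrs and 1.34-fold at 48 hrs (adjusted p = 0.00601 and 0.00341 from limma). In C3H/10T1/2 adipocytes Ppara rose at least 2.62-fold at 7 hrs, 3.25-fold at 24 hrs and 2.50-fold at 48 hrs (adjusted p = 0.00453, 0.000349 and 0.00101 from limma). Esrra gave 284 ± 42.1 (SD, n = 3) with RSG and 171 ± 30.7 (SD, n = 3) with DMSO in 3T3-L1 adipocytes at 24 hrs, a log2 fold change of 0.74 (standard error 0.14, adjusted p = 0.000374 from limma), and 0.71 (adjusted p = 0.000407) at 48 hrs. Esrra rose in C3H/10T1/2 adipocytes by 0.65 at 7 hrs and 0.54 at 48 hrs (adjusted p = 0.0019 and 0.00523 from limma). At 24 hrs it rose by 0.49 (adjusted p = 0.0107 from limma, and 0.061 without DMSO replicate 3 and 0.0829 without RSG replicate 2).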

Surprisingly, the transcriptional corepressor RIP140 (Nrip1) was induced by RSG in both cell types at 2 hrs, and remained induced through 24 hrs in 3T3-L1 adipocytes, but returned to the level comparable to that in the DMSO-treated after 2 hrs in C3H/10T1/2 adipocytes. 

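RIP140 represses genes of respiration and holds back the brown fat program, so a rise of its mRNA runs against the other changes. At 2 hrs in C3H/10T1/2 adipocytes one of the 2 Nrip1 probe sets gave 205 ± 20.5 (SD, n = 3) with RSG and 92.4 ± 12.1 (SD, n = 3) with DMSO, a log2 fold change of 1.15 (standard error 0.20, adjusted p = 0.00254 from limma). The second probe set had an adjusted p of 0.256 from limma and 0.000493 with the replicate block. At 7 hrs the first one had a log2 fold change of 0.79 there (adjusted p = 0.026 from limma, and 0.058 without DMSO replicate 1, 0.161 without DMSO replicate 3, 0.0685 without RSG replicate 1 and 0.156 without RSG replicate 2). For the second one at 7 hrs the adjusted p was 0.362 from limma and 0.0368 with the replicate block. In 3T3-L1 adipocytes neither probe set passed the test at 2 hrs (log2 fold change 0.51 and 0.59, adjusted p = 0.398 and 0.52 from limma). At 7 hrs the first one rose by 0.53 in 3T3-L1 adipocytes (adjusted p = 0.0301 from limma). The adjusted p was 0.0661 without DMSO replicate 1, 0.0683 without DMSO replicate 2, 0.161 without DMSO replicate 3, 0.129 without RSG replicate 1 and 0.181 without RSG replicate 2. At 24 hrs the second one rose by 0.62 (adjusted p = 0.0113 from limma, and 0.0637 without DMSO replicate 1, 0.0564 without RSG replicate 1 and 0.0693 without RSG replicate 2).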

There was no effect, or no consistent effect between the two cell types, on other transcription factors/cofactors, including nuclear respiratory factor 1 (Nrf1) and 2 (Gabpa and Gabpb1), PPAR*γ* cofactor-related 1 (Pprc1), mitochondrial transcription factor A (Tfam), B1 (Tfb1m), B2 (Tfb2m), and LXR*α* (Nr1h3), shown recently to be capable of inhibiting the brown adipose phenotype [29].

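Nrf1 and the Gabpa and Gabpb1 pair bind promoters of respiratory genes, Tfam packs mitochondrial DNA, and Tfb1m and Tfb2m serve its transcription. LXRα (Nr1h3) senses oxidized cholesterol, and Pprc1 is a further PGC-1 relative. Of these genes only Gabpa passed the test by limma, with 1 probe set in 1 cell type at 1 time. That probe set gave 81.4 ± 9.38 (SD, n = 3) with RSG and 53.5 ± 13.6 (SD, n = 3) with DMSO in 3T3-L1 adipocytes at 48 hrs, a log2 fold change of 0.63 (adjusted p = 0.0399 from limma, and 0.286 without DMSO replicate 1, 0.0602 without RSG replicate 1, 0.16 without RSG replicate 2 and 0.0655 without RSG replicate 3). Tfam had a log2 fold change of -0.30 in 3T3-L1 and -0.029 in C3H/10T1/2 adipocytes at 24 hrs (adjusted p = 0.205 and 0.934 from limma). Tfb1m at 24 hrs had -0.50 and 0.31 (adjusted p = 0.0514 and 0.235). For Tfb2m the values were -0.25 and 0.21 (adjusted p = 0.364 and 0.505), and for Pprc1 -0.24 and -0.11 (adjusted p = 0.477 and 0.856). Nrf1 at 4 hrs had 0.39 and -0.12 (adjusted p = 0.768 and 0.969). Nr1h3 at 24 hrs had 0.08 and 0.20 (adjusted p = 0.757 and 0.577).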

### 3.5. Validation of Microarray Findings

The transcription of 9 representative genes encoding control point enzymes or their subunits, including Cpt1b (FAO), Idh3a (TCA cycle), and Cycs (OXPHOS), as well as citrate synthase (Cs; TCA cycle), hydroxyacyl-Coenzyme A dehydrogenase/3-ketoacyl-Coenzyme A thiolase/enoyl-Coenzyme A hydratase, alpha subunit (Hadha; FAO), Opa1 (structural protein), Cidea, Ppargc1b, and Ucp1 were examined by QRT-PCR using RNA from 3T3-L1 and C3H/10T1/2 adipocytes. The results generally agreed with the microarray data (Table  5 of the Supplementary Material) except that the increase of Ppargc1b mRNA by RSG in C3H/10T1/2 adipocytes appeared to be statistically significant at 2 hr by QRT-PCR but not by microarray.

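Citrate synthase opens the TCA cycle, and the α subunit of the trifunctional protein (Hadha) carries the middle steps of long-chain fatty acid oxidation. Both are common markers of mitochondrial content. On the arrays one of the Cs probe sets gave 2248 ± 330.1 (SD, n = 3) with RSG and 827 ± 161 (SD, n = 3) with DMSO in 3T3-L1 adipocytes at 48 hrs, a log2 fold change of 1.45 (standard error 0.21, adjusted p = 1.01e-05 from limma). At 24 hrs it rose by 0.92 (adjusted p = 0.00316 from limma) in 3T3-L1 and by 0.80 (adjusted p = 0.00132 from limma) in C3H/10T1/2 adipocytes. The other Cs probe sets did not pass the test at every late time in C3H/10T1/2 adipocytes. One had a log2 fold change of 0.33 at 24 hrs (adjusted p = 0.0671 from limma, and 0.0468 with the replicate block). Another had 0.56 at 48 hrs (adjusted p = 0.0524 from limma, and 0.00547 with the replicate block). Hadha gave 2830 ± 288 (SD, n = 3) with RSG and 851 ± 191 (SD, n = 3) with DMSO in 3T3-L1 adipocytes at 48 hrs, a log2 fold change of 1.76 (standard error 0.12, adjusted p = 9.17e-12 from limma). Hadha in C3H/10T1/2 adipocytes rose by 0.95 (adjusted p = 1.92e-05 from limma) at 24 hrs and 1.00 (adjusted p = 8.04e-06 from limma) at 48 hrs. Idh3a rose at 48 hrs by 1.28 and 0.67 in the 3T3-L1 and C3H/10T1/2 cells (adjusted p = 6.13e-09 and 0.000342 from limma). One Cycs probe set rose by 1.73 and 0.84 at 48 hrs (adjusted p = 6.23e-09 and 2.67e-06 from limma). Ppargc1b in C3H/10T1/2 adipocytes at 2 hrs gave 167 ± 2.31 (SD, n = 3) with RSG and 85.4 ± 16.7 (SD, n = 3) with DMSO, a log2 fold change of 0.99 (adjusted p = 0.096 from limma, and 0.0303 with the replicate block).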

To investigate whether the increased mitochondrial gene transcription was associated with increased mitochondrial mass, we conducted live mitochondrial staining using Mito Tracker Red CMXRos in 3T3-L1 adipocytes. RSG increased mitochondrial staining area to 123% and 151% of the DMSO control at 24 and 48 hrs, respectively (Figures 4(a) and 4(b)).

To confirm the increased mitochondrial staining was associated with increased mitochondrial metabolic functions, we examined RSG effects on citrate synthase activity and O_2_ consumption. RSG significantly increased citrate synthase activity at 24 hrs, and continued to increase the activity, reaching 177% of the DMSO control at 48 hrs (Figure 4(c)). 

To examine RSG effects on cell respiratory rate, 48 hrs after treatment, 3T3-L1 adipocytes were transferred to O_2_ Biosensor plates free of RSG, and the decrease of O_2_ concentrations (leading to increased fluorescence) in the cell suspension was monitored. The difference in O_2_ consumption between RSG- and DMSO-treated adipocytes increased with time, reaching the maximum (3~4-folds) 6 hrs after the transfer (Figure 5(a)). In a separate experiment, 3T3-L1 adipocytes were treated with increasing concentrations of RSG for 48 hrs, followed by incubation in an O_2_ biosensor plate for 6 hrs. The RSG-induced O_2_ consumption was dose dependent (Figure 5(b)).

### 3.6. Association of Adiponectin Secretion with Adipose Mitochondrial Biogenesis

Adipose mitochondria were recently shown to be essential in adiponectin production [31]. We therefore examined the association of adiponectin secretion and RSG-induced mitochondrial biogenesis in differentiated 3T3-L1 adipocytes. Adiponectin levels increased with time in the medium from both RSG- and DMSO-treated adipocytes (Figure 6); however, there was significantly more adiponectin production from the RSG-treated adipocytes at 24 and 48 hrs compared to the DMSO-treated adipocytes.

## 4. Discussion

In the current study, the effects of RSG on mitochondrial gene expression in 3T3-L1 and C3H/10T1/2 adipocytes were examined in a systematic manner. RSG induced the transcription of genes encoding proteins regulating mitochondrial energy metabolism, proteins responsible for mitochondrial protein synthesis, transport and folding, and mitochondrial transcription factors in both cell types. The timing of the changes was consistent with the cascade of mitochondrial biogenesis, that is, initiated by upregulation of transcription factor(s) such as PGC-1*β* (starting at 2 hours of RSG treatment), followed by increase in the biosynthesis machinery (7 hours) and then by increase in the functional components of the organelle (24 hours). Furthermore, the transcriptional increases by RSG were associated with increased mitochondrial staining, citrate synthase activity, and O_2_ consumption. 

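The paper proposes an order of events in which a coactivator rises earliest, the biosynthesis machinery next and the enzymes last. On the arrays, the transcription factors and cofactors of the mitochondrial list had 5 of 22 probe sets higher at 24 hrs in 3T3-L1 and 4 of 20 in C3H/10T1/2 adipocytes, and 4 and 3 at 48 hrs. At 2, 4 and 7 hrs, 4, 3 and 4 were higher in 3T3-L1 adipocytes at an unadjusted p under 0.05, and 1, 2 and 1 lower. In C3H/10T1/2 adipocytes 4, 2 and 4 were higher and 0, 0 and 0 lower. At 48 hrs in 3T3-L1 adipocytes camera gave this list adjusted p = 0.0354, and adjusted p = 0.0674 with an estimated correlation. From 7 to 24 hrs the median log2 fold change of the energy list went from 0.13 to 0.48 in 3T3-L1 and from 0.13 to 0.38 in C3H/10T1/2 adipocytes. For the biosynthesis list it went from 0.13 to 0.19 and from 0.13 to 0.18. The most abundant Cycs probe set at 4 hrs in 3T3-L1 adipocytes gave 2469 ± 206 (SD, n = 3) with RSG and 1537 ± 216 (SD, n = 3) with DMSO, a log2 fold change of 0.69 (adjusted p = 0.0102 from limma, and 0.0606 without DMSO replicate 2, 0.114 without DMSO replicate 3 and 0.0814 without RSG replicate 3). By 7 hrs its log2 fold change was 1.31 (adjusted p = 7.65e-07 from limma). Idh3a rose with one probe set at 4 hrs by 0.76 in 3T3-L1 adipocytes (adjusted p = 0.00651 from limma, and 0.0916 without DMSO replicate 3). At 7 hrs its most abundant probe set rose by 0.74 (adjusted p = 0.000378 from limma) in 3T3-L1 and 0.57 (adjusted p = 0.00385 from limma) in C3H/10T1/2 adipocytes. Peroxisomal genes also moved early, with 5 of 40 probe sets higher at 7 hrs in 3T3-L1 and 8 of 39 in C3H/10T1/2 adipocytes (camera adjusted p = 4.65e-08 and 2.5e-07). Lipid storage and PPARγ target genes had 11 and 11 of 35 probe sets higher at 7 hrs (camera adjusted p = 1.08e-11 and 2.62e-11).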

Our results validated a direct role of RSG in the stimulation of adipose mitochondrial biogenesis and function.

The two murine cell types examined were derived from embryos of different mouse strains [32, 33], capable of committing to different cell lineages [14], and were differentiated to adipocytes with distinct protocols. 

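Fatty acid synthase (Fasn) builds new fatty acids, and Slc2a1 is the glucose carrier that does not need insulin. Across the 150 energy genes the log2 fold changes of the 2 cell types had a Pearson r of 0.804 at 24 hrs and 0.757 at 48 hrs, and over all 9315 genes r was 0.49 and 0.508. Higher in both cell types were 54 energy genes at 24 hrs, against 40.5 for independent lists of the same sizes, and 53 against 33.4 at 48 hrs. For the biosynthesis genes the numbers were 9 against 2.41 and 10 against 2.42. Limma called the RSG effect different between the cell types for 3 of 18274 probe sets at 7 hrs, 47 at 24 hrs and 155 at 48 hrs. The number at 24 hrs was 27 without C3H/10T1/2 DMSO replicate 3, 25 without 3T3-L1 DMSO replicate 2 and 28 without 3T3-L1 DMSO replicate 3, and that at 48 hrs was 100 without 3T3-L1 DMSO replicate 1. With the replicate block 164 probe sets differed at 24 hrs and 391 at 48 hrs. The floor at 19.9 gave 99 and 214. In the limma fit with neither, 3 of the 277 energy probe sets differed at 24 hrs and 8 at 48 hrs. Fasn rose in 3T3-L1 adipocytes at 48 hrs, with 1109 ± 327 (SD, n = 3) with RSG and 663 ± 37.5 (SD, n = 3) with DMSO and a log2 fold change of 0.70 (adjusted p = 0.0138 from limma, and 0.146 without RSG replicate 2). Its value in C3H/10T1/2 adipocytes was -0.033 (adjusted p = 0.978), and the difference between the cell types was 0.74 (standard error 0.31, adjusted p = 0.413 from limma). Slc2a1 (1 of its 3 probe sets) rose by 1.28 (adjusted p = 3.95e-06 from limma) in 3T3-L1 adipocytes at 48 hrs and had 0.52 (adjusted p = 0.351 from limma) in C3H/10T1/2 adipocytes, a difference of 0.77 (standard error 0.33, adjusted p = 0.431 from limma). The other Slc2a1 probe sets had larger differences at 48 hrs, 0.91 and 1.14, which did not pass the test either (adjusted p = 0.245 and 0.288 from limma). At 24 hrs Slc2a1 rose by 0.66 in 3T3-L1 adipocytes (adjusted p = 0.012 from limma, and 0.12 without DMSO replicate 1 and 0.092 without RSG replicate 3). Adipsin was not analysed here. The larger rises of Cycs and Hadha in 3T3-L1 adipocytes did pass the test of the difference, with 1.05 (standard error 0.22, adjusted p = 0.00916 from limma) for the most abundant Cycs probe set at 24 hrs and 0.75 (standard error 0.18, adjusted p = 0.0187 from limma) for Hadha at 48 hrs. Another Cycs probe set passed it at 24 hrs (1.01, adjusted p = 0.00493 from limma) and a further one did not (0.37, adjusted p = 0.813 from limma).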

While some adipocyte-related genes, such as adipsin (Adn), fatty acid synthase (Fasn), glucose transporter 1 (Slc2a1), responded to RSG in a manner considerably different between the two cell types (Figure  3 of the Supplementary Material), a substantial list of mitochondrial genes was affected by RSG in a strikingly similar manner. The results were consistent with previous findings in murine [8, 10] and human adipocyte cultures [9] as well as in adipose tissues [4–7, 34], indicating the effect of PPAR*γ* activation on mitochondrial biogenesis is prevalent among adipocytes derived from different conditions.

It is of interest that among mitochondrial genes PDK4 was the first responding to RSG treatment transcriptionally (Table  4 of the Supplementary Material). 

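Pdk4 is a known target of PPARs and of fasting signals in muscle and liver. Pdk4 stayed higher with RSG than with DMSO in C3H/10T1/2 adipocytes after the earliest times, with log2 fold changes of 1.20 at 4 hrs, 1.83 at 7 hrs, 2.01 at 24 hrs and 2.21 at 48 hrs (adjusted p = 7.39e-05, 8.2e-09, 1.03e-09 and 8.16e-11 from limma). In 3T3-L1 adipocytes it did not pass the test at 4 hrs (0.14, adjusted p = 0.998) or 7 hrs (0.53, adjusted p = 0.175). It rose again by 1.83 at 24 hrs and 2.66 at 48 hrs (adjusted p = 4.99e-08 and 1.08e-11 from limma). The cell types differed at 7 hrs, with a log2 difference of -1.31 (standard error 0.25, adjusted p = 0.0148 from limma), but were not shown to differ at 4 hrs, with -1.06 (standard error 0.25, adjusted p = 0.287 from limma). The signal at 48 hrs was 632 ± 27.9 (SD, n = 3) with RSG and 102 ± 25.0 (SD, n = 3) with DMSO in 3T3-L1 and 606 ± 77.7 (SD, n = 3) with RSG and 131 ± 15.4 (SD, n = 3) with DMSO in C3H/10T1/2 adipocytes. Both C3H/10T1/2 signals were lower than those given above for 1 hr. The larger fold changes at late times there thus do not show a growing level with RSG.

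**Figure D3:**
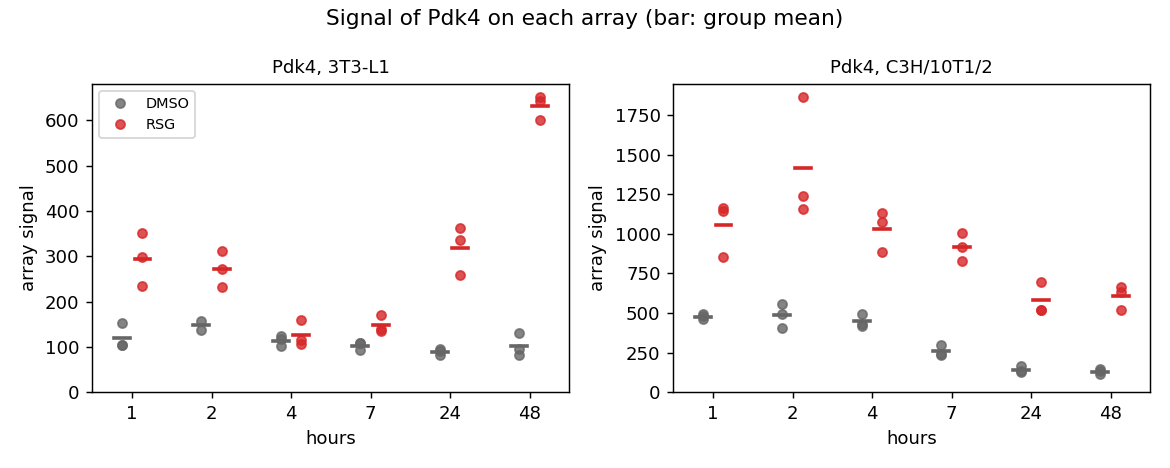
Signal of Pdk4 on each array with RSG or DMSO against hours of treatment, for each cell type. At 7 hrs the signal was 916 ± 89.9 (SD, n = 3) with RSG and 257 ± 32.8 (SD, n = 3) with DMSO in C3H/10T1/2 adipocytes.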

PDK4 inactivates PDC, which catalyzes the oxidative decarboxylation of pyruvate and thus links glycolysis to the energetic and anabolic functions of the TCA cycle [21]. While PPAR*γ* activation induced PDK4 mRNA in 3T3-L1 adipocytes and rat adipose tissues [34, 35], the implication of PDK4 induction in the tissue has not been substantially explored. In the heart, liver, and skeletal muscle, PDK4 expression increases with starvation and high-fat feeding when free fatty acids become the major energy source, and PDK4 plays an important role facilitating FAO, using fatty acids for energy production [36]. In the current study, increased PDK4 transcription by RSG in adipocytes might, like in the aforementioned tissues, facilitate catabolizing fatty acids, although cells' access to glucose in the medium was not limited. Consistent with this, proteins facilitating FAO, including Ehhadh, Crat, and Acsl1 (Table  4 of the Supplementary Material), were among the few that were induced as early as 2 hr, along with most of the other FAO genes that followed at later time points. 

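Fatty acid oxidation runs through transport into the matrix, the 4 steps of the β-oxidation spiral and transfer of electrons by Etfdh. At 1, 2 and 4 hrs limma called no probe set of this list higher in 3T3-L1 adipocytes, against 0, 3 and 4 of 49 at an unadjusted p under 0.05. At 7 hrs 1 was higher there and 3 in C3H/10T1/2 adipocytes, or 2 and 11 adjusted over the list alone. Camera called the fatty acid oxidation list at 7 hrs in both cell types (adjusted p = 0.00511 and 3.21e-08), in 3T3-L1 adipocytes with adjusted p = 0.142 with an estimated correlation. Ehhadh stayed raised in C3H/10T1/2 adipocytes, by 1.44 at 24 hrs and 1.25 at 48 hrs (adjusted p = 0.000163 and 0.000907 from limma). At 4 hrs its log2 fold change was 1.19 (adjusted p = 0.00745 from limma, and 0.0721 without DMSO replicate 1 and 0.0945 without RSG replicate 2). Crat rose at 24 hrs by 0.86 (adjusted p = 0.000885 from limma) in 3T3-L1 and 0.60 (adjusted p = 0.00328 from limma) in C3H/10T1/2 adipocytes. Etfdh rose by 1.05 (adjusted p = 5.2e-06 from limma) in 3T3-L1 adipocytes at 24 hrs, and Slc25a20 by 1.09 (adjusted p = 0.000508 from limma) in C3H/10T1/2 adipocytes.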

The induction of FAO genes (Figure 2), associated with increased FAO capacity confirmed by increased capability to consume O_2_ (Figure 5), took place when the two adipocyte types had been incubated for more than 24 hrs in the washout medium free of serum and supplementation of fatty acids. 

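Adipose triglyceride lipase (Pnpla2) takes the outermost fatty acid from stored triglyceride, hormone-sensitive lipase (Lipe) the next, and Mgll the last. Abhd5 activates Pnpla2 and G0s2 inhibits it. Limma called 5 of 9 lipolysis probe sets higher in 3T3-L1 adipocytes at 7 hrs, 8 at 24 hrs and 7 at 48 hrs. It called 3 in C3H/10T1/2 adipocytes at 4 hrs, 2 at 7 hrs and 1 at 24 hrs, or 8, 7 and 1 adjusted over the list alone. Lipe in 3T3-L1 adipocytes had a log2 fold change of 0.40 at 24 hrs (adjusted p = 0.0698 from limma, and 0.0402 without RSG replicate 3) and 0.34 at 48 hrs (adjusted p = 0.131 from limma, and 0.0396 without RSG replicate 3). Lipe in C3H/10T1/2 adipocytes was 0.40 at 4 hrs (adjusted p = 0.165 from limma, and 0.049 with the replicate block). At 7 hrs it was 0.36 (adjusted p = 0.116 from limma, 0.0374 with the replicate block and 0.0395 without RSG replicate 2). Pnpla2 in 3T3-L1 adipocytes at 24 hrs gave 4402 ± 741 (SD, n = 3) with RSG and 2576 ± 719.7 (SD, n = 3) with DMSO, a log2 fold change of 0.80 (adjusted p = 0.00741 from limma, and 0.0764 without DMSO replicate 2 and 0.0667 without RSG replicate 1). At 48 hrs it was 0.66 (adjusted p = 0.0253 from limma, and 0.0867 without DMSO replicate 2, 0.0529 without DMSO replicate 3 and 0.183 without RSG replicate 1). That probe set did not pass the test in C3H/10T1/2 adipocytes at 24 hrs (adjusted p = 0.52 from limma). Another Pnpla2 probe set rose there by 0.77 at 48 hrs (adjusted p = 0.0219 from limma, and 0.262 without DMSO replicate 1 and 0.168 without RSG replicate 1). Mgll gave 362 ± 66.5 (SD, n = 3) with RSG and 184 ± 16.6 (SD, n = 3) with DMSO in 3T3-L1 adipocytes at 48 hrs, a log2 fold change of 0.96 (standard error 0.20, adjusted p = 0.000889 from limma), and Abhd5 rose by 0.91 (adjusted p = 3.99e-05 from limma). The lipase inhibitor G0s2 rose as well, by 0.76 (adjusted p = 0.000378 from limma) at 24 hrs in 3T3-L1 adipocytes. The numbers of lipolysis probe sets called higher therefore do not by themselves show more lipolysis.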

The free fatty acid substrate for oxidation may have derived from hydrolysis of triglycerides stored in the adipocytes, because transcription of genes regulating lipolysis, for example, hormone sensitive lipase (Lipe) and adipose tissue triglyceride lipase (Pnpla2), was induced by RSG (Table  4 of the Supplementary Material). Consistent with this, RSG has been previously shown to induce lipase transcription and lipolysis in adipocytes and adipose explants [10, 37].

The increased PGC-1*β*, PGC-1*α*, ERR*α*, and PPAR*α* transcription in 3T3-L1 and C3H/10T1/2 adipocytes was consistent with previous in vivo findings that RSG induced some [8, 9] or all [7] of these transcription factors in adipose tissues from DIO, db/db, ob/ob mice, and T2DM patients. PGC-1*β* was one of the earliest induced by RSG in both adipocyte types, and the induction lasted through 48 hrs (Figure 3(c)). PGC-1*β* overexpression in muscle was associated with increased mitochondrial biogenesis, O_2_ consumption, and expression of FAO genes and OXPHOS electron transporters [38, 39]. While PGC-1*β* is thought to be less frequently regulated at the transcriptional level compared to PGC-1*α* [40], with which PGC-1*β* shares a complementary role [41], Powelka et al. showed RIP140 knockdown in 3T3-L1 adipocytes augmented mitochondrial biogenesis associated with increased PGC-1*β* transcription without changing PGC-1*α* mRNA level [27]. The current result indicates PGC-1*β* may be an immediate target of PPAR*γ* activation and may play a pivotal role in RSG-induced mitochondrial biogenesis.

It is surprising that RIP140, a negative regulator of mitochondrial biogenesis [27, 42] and antagonist of PGC-1*α* [43], was also among the earliest transcription factors/cofactors induced by RSG (Figure 3(c)). RIP140 is known to interact with PPAR*γ* [44], and RIP140 transcription increased during adipocyte differentiation from preadipocytes [27, 45], a process associated with marked mitochondrial biogenesis [8]. The relationship between RIP140 transcription and RSG-induced adipose mitochondrial biogenesis is worth further investigation. 

The induced transcription of a vast number of mitochondrial genes by RSG suggests there is general presence of PPAR-responsive elements (PPREs) in the promoter regions of these genes. In fact, confirmed PPREs have been documented for quite a few genes, including some of the early responsive ones, PDK4, Acsl1, and Ucp3, as well as others such as Cbt1b, Timm13a, PPAR*α*, and so forth [24, 46–48]. In silico analysis revealed 143 of the mitochondrial genes contained at least one exact match with PPRE core sequence [24] in the promoter regions between +100 and −2000 base-pairs relative to the transcription start site (Table  6 of the Supplementary Material). Among the genes, in addition to most of those mentioned above, were PGC-1*β*, ERR*α* and a number of those involved in energy metabolism and mitochondrial biogenesis. While the role of the PPREs needs further validation via other experimental approaches, their prevalence is consistent with the implication of a direct role of PPAR*γ* in inducing adipose mitochondrial biogenesis.

It is intriguing to speculate the physiological relevance of adipose mitochondrial biogenesis. Kaaman et al. [49] recently showed there was strong association between mitochondrial DNA copy number and lipogenesis in human white adipose tissue from obese but otherwise healthy human volunteers. Lipogenesis needs ATP, and thus mitochondria, and one way by which adipose tissue participates in whole-body energy homeostasis is through lipid storage. Another way that links the tissue to energy metabolism is through its endocrine function, that is, secretion of adipokines, particularly adiponectin, also known as the most abundant secretory protein from adipocytes [50, 51]. A recent study showed ATP generation by mitochondria is essential to adiponectin production in T2DM mice and adipocyte cultures [31]. Consistent with this, we found RSG induced adiponectin secretion (Figure 6). 

In conclusion, a direct, stimulatory role of RSG on mitochondrial biogenesis was demonstrated in two common murine adipocyte models. The time course of the transcriptional regulation was mapped. PDK4 was the first induced gene, followed by a number of genes facilitating FAO/TCA/OXPHOS, leading to increased FAO capacity. PGC-1*β* was among the first responsive transcription factors, implying its potentially pivotal role. The effect of RSG on mitochondrial function was linked to fatty acid metabolism and adiponectin production in differentiated adipocytes, revealing an underexplored mechanism by which PPAR*γ* improves insulin sensitivity in vivo. 

## Supplementary Material

Figure 1. Triglyceride content in differentiated C3H/10T1/2 adipocytes incubated in washout buffer.
Figure 2. Relative mRNA abundance of brown adipose tissue markers Ucp1 and Cidea in C3H/10T1/2 adipocytes and 3T3-L1 adipocytes, determined by QRT-PCR.
Figure 3. Adipsin (Adn), fatty acid synthase (Fasn), and glucose transporter 1 (Slc2a1), were regulated differently by RSG in 3T3-L1 and C3H/10T1/2 adipocytes.
Table 1. Regulation of adipocyte and fibroblast/preadipocyte marker genes with the washout conditions in C3H/10T1/2 cells (A), and 3T3 L1 cells (B), and responses of PDK4 and PCK1 to rosiglitazone in C3H/10T1/2 and 3T3-L1 adipocytes (C).
Table 2. QRT-PCR primer/probe sequences.
Table 3. Expression of brown adipose tissue markers in 3T3 L1 and C3H/10T1/2 adipocytes.
Table 4. Regulation of genes by RSG in 3T3-L1 (A) and C3H/10T1/2 (B) adipocytes over time.
Table 5. Confirmation of the microarray data using QRT-PCR.
Table 6. Presence of PPAR-responsive element consensus regions on the promoters of nucleus-encoded mitochondrial genes. Click here for additional data file.

## Figures and Tables

**Figure 1:**
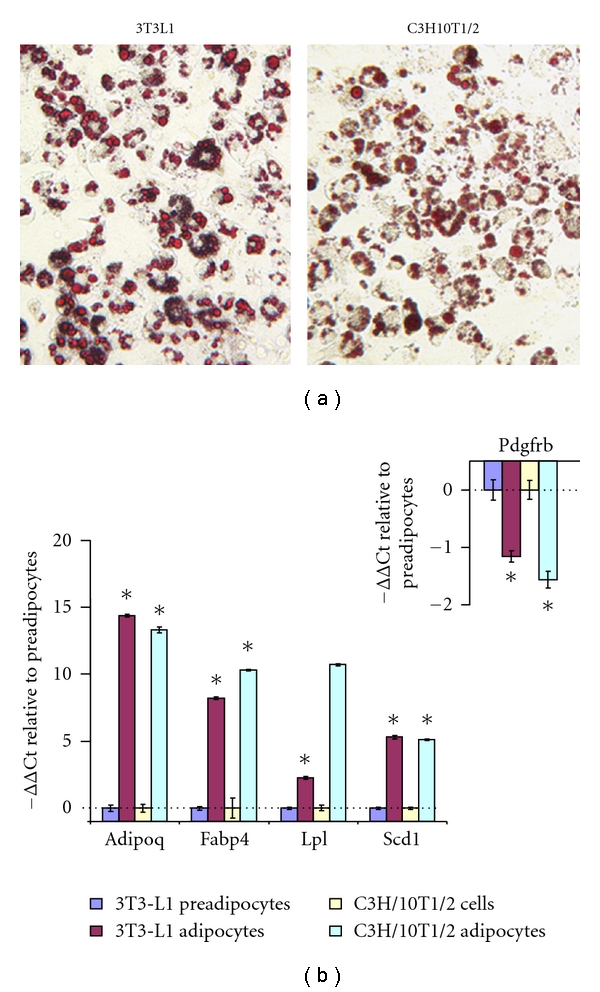
Phenotypic and molecular characterization of 3T3-L1 and C3H/10T1/2 adipocytes after differentiation. Differentiated 3T3-L1 and C3H/10T1/2 adipocytes were stained with Oil Red O ((a) Magnification = 200x). Alternatively, QRT-PCR was performed using RNA extracted from cells prior to and after differentiation (b). Relative mRNA levels of adipocyte markers Adipoq, Fabp4, Lpl, and Scd1, and preadipocyte/fibroblast marker Pdgfrb (inset in (b)) in differentiated cells were compared to those in preadipocytes. The QRT-PCR data were expressed as –ΔΔCt, equivalent to log2-transformed fold changes. All numerical data were expressed as mean ± S.E. *P < 0.05 compared to the respective preadipocytes.

**Figure 2:**
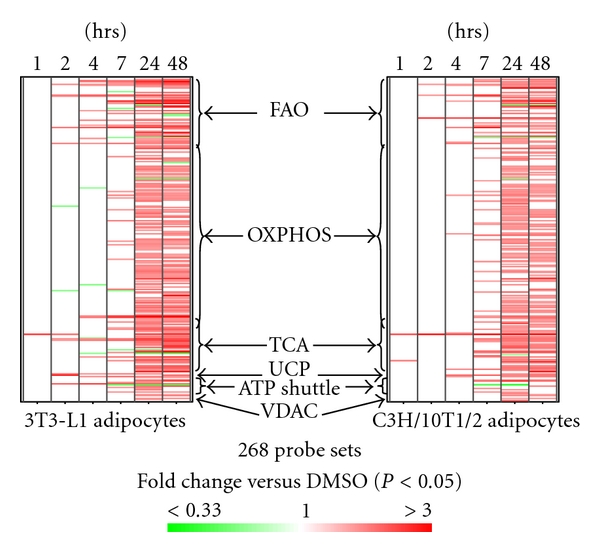
Transcriptional regulation of genes involved in mitochondrial metabolic function. Shown is a heatmap of mean fold changes of probe set intensities in 3T3-L1 and C3H/10T1/2 adipocytes treated with RSG compared to DMSO over time (*n* = 3 per time point in each cell type). Each row represents one probe set. The probe sets were grouped by their functions as indicated, and arranged in the same order for both cell types. Only fold changes significantly different (*P* < 0.05) were shown in colors (red or green).

**Figure 3:**
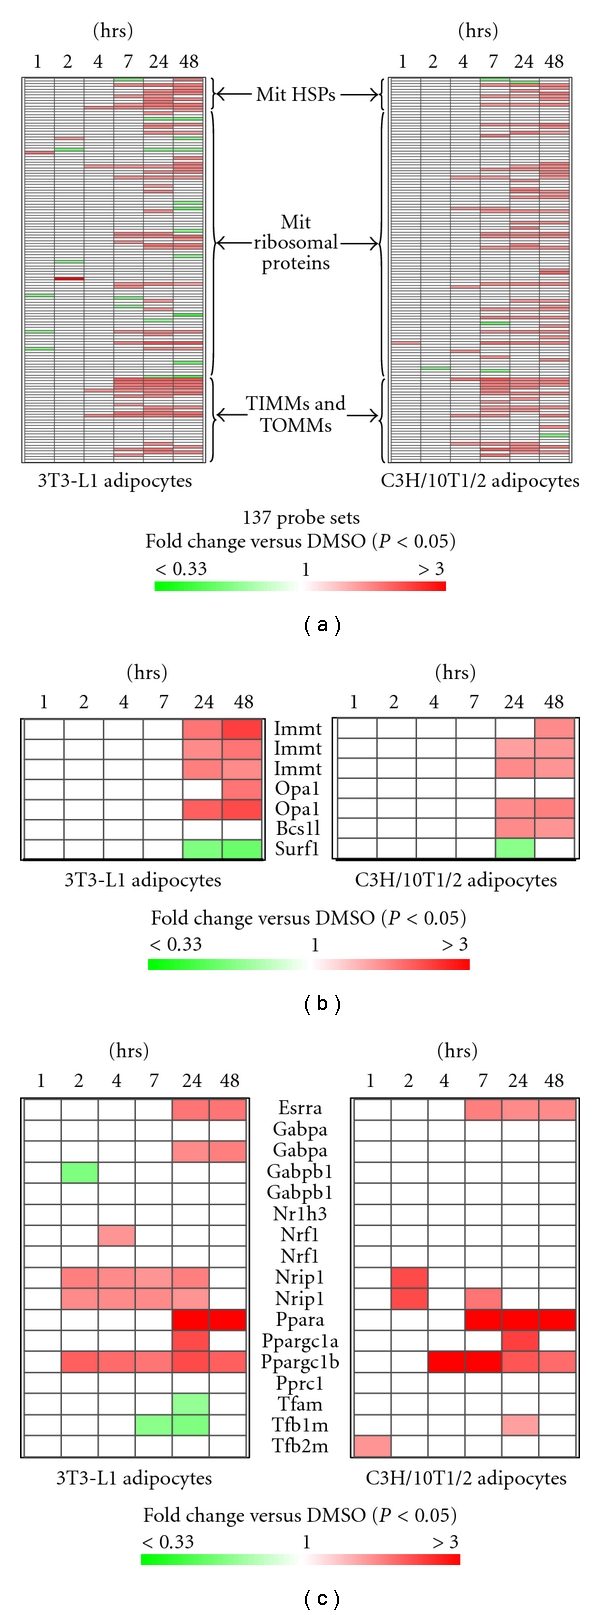
Transcriptional regulation of mitochondrial ribosomal proteins, TIMMs and TOMMs, HSPs (a), structural proteins (b), and transcription factors (c). Shown is a heatmap of mean fold changes of probe set intensities in 3T3-L1 and C3H/10T1/2 adipocytes treated with RSG compared to DMSO over time (*n* = 3 per time point in each cell type). Each row represents one probe set. Certain genes were represented by more than one probe set as indicated. Only fold changes significantly different (*P* < 0.05) were shown in colors (red or green).

**Figure 4:**
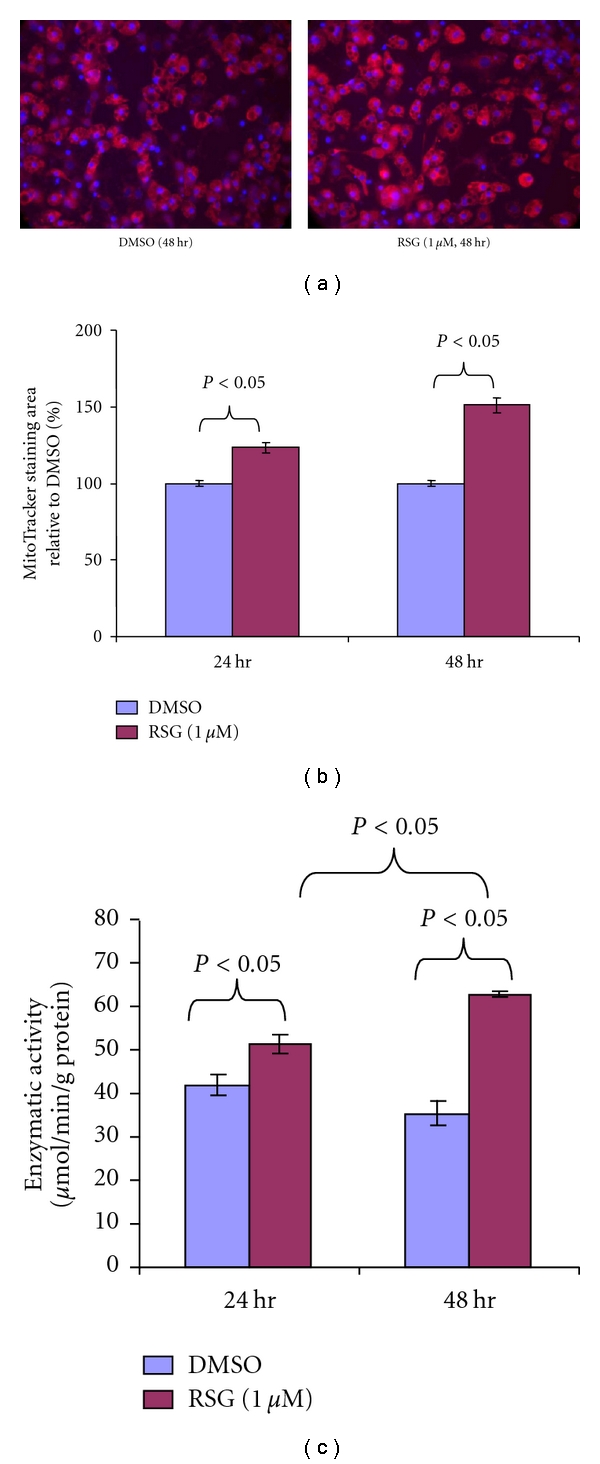
RSG increased mitochondrial staining and citrate synthase activity in 3T3-L1 adipocytes. (a) Representative pictures of 3T3-L1 adipocytes stained with Mito Tracker Red CMXRos (for mitochondria, red) and Hoechst (for nucleus, blue). Magnification = 400x. (b) Quantification of mitochondrial staining (*n* = 8 each treatment). (c) Measurement of citrate synthase activity (*n* = 2 each condition). All numerical data were expressed as mean ± S.E. All experiments were repeated at least once.

**Figure 5:**
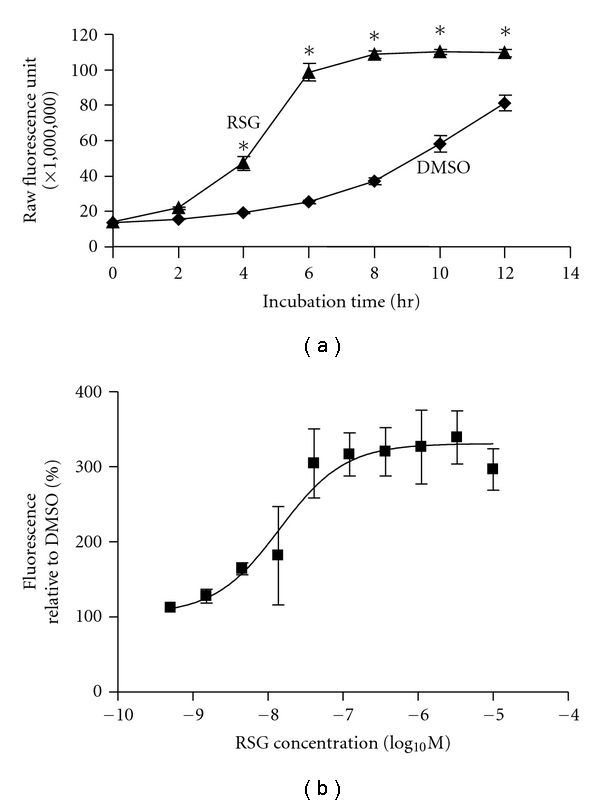
RSG increased O_2_ consumption rate in 3T3-L1 adipocytes. (a) After treatment with RSG (1 *μ*M) or DMSO (*n* = 8 each) for 48 hrs, 3T3-L1 adipocytes were transferred to the Oxygen Biosensor plates, and assayed for O_2_ consumption at 0, 2, 4, 6, 8, 10, and 12 hrs after the transfer (see Methods for more details). *P < 0.05 versus DMSO at matching time points. (b) After treatment with RSG (10, 3.3, 1.1, 0.37, 0.12, 0.041, 0.014, 0.0046, 0.0015, and 0.00051 *μ*M) or DMSO (*n* = 3 each condition) for 48 hrs, 3T3-L1 adipocytes were transferred to the Oxygen Biosensor plates and assayed for O_2_ consumption 6 hrs after the transfer. All numerical data were expressed as mean ± S.E. All experiments were repeated at least once.

**Figure 6:**
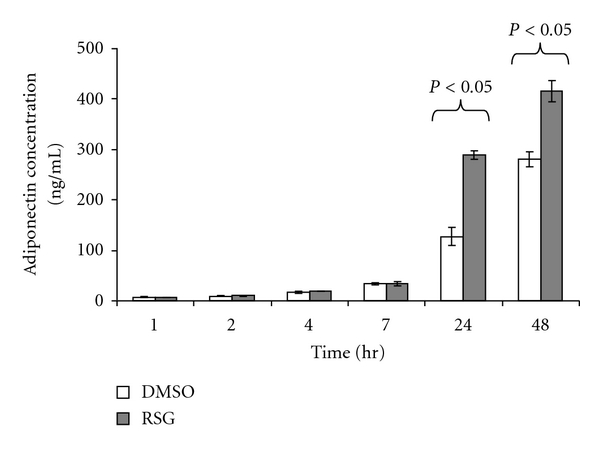
RSG induced adiponectin release from 3T3-L1 adipocytes. Cell culture medium was collected at indicated time points, and adiponectin concentration was measured (*n* = 4 each condition at each time point). All numerical data were expressed as mean ± SE. The experiment was repeated at least once.

How the deposited data were processed for this re-analysis (not part of the article)

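The authors deposited 1 value table for 71 Affymetrix 430A arrays, with signal intensities from MAS 5.0 in GCOS on a linear scale, corrected for background and scaled to the same target on every array. No other file was used here. Of its 22690 probe sets the 64 hybridization and labeling controls were set aside, which left the 22626 that the paper counts. Genes were taken from the probe annotation supplied with the table, which gave 1 gene for 20380 probe sets, several for 691 and none for 1555, 12394 genes in all. Trimmed means (2% from each end) of the arrays lay between 149.31 and 150.02. The 132 values of 0 were set to 0.1 before logarithms. The values were not normalized again.

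Probe sets were tested in a cell type where at least 1 of its 12 group means reached 19.9, the presence level of the methods and the 95th percentile of 27 bacterial control probe sets. Log2 signals were fitted with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with an intensity trend and 1 mean per group, separately in 3T3-L1 (35 arrays) and C3H/10T1/2 adipocytes (36 arrays). RSG was compared with DMSO at each time, and p values were adjusted by the method of Benjamini and Hochberg over all tested probe sets of a comparison. A difference between the cell types was tested in a joint fit over probe sets tested in either. Tables were prepared with Python 3.11.15 and drawn with matplotlib 3.10.9. Each library left out in turn was refitted with all others in place. Groups held 3 arrays, or 2 for 3T3-L1 adipocytes with DMSO for 2 hrs, so no array was tested as an outlier.

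Lists of genes were built by function from general knowledge, before the data were examined and with the paper's account already read. The paper's own list of energy genes came from its reference 7 and was not used here. There were 31 lists: fatty acid oxidation (FAO), TCA cycle, OXPHOS complexes I, II, III with cytochrome c, IV and V, ATP shuttle, UCP, VDAC, mitochondrial HSP, mitochondrial ribosomal protein, TIMM and TOMM, mitochondrial structure, mitochondrial transcription factors, mitochondrial fusion, fission and prohibitins, adipocyte lipid storage and PPARγ targets, lipolysis, fatty acid synthesis, cholesterol synthesis, peroxisome, branched-chain amino acid breakdown, glycolysis, brown adipocyte markers, inflammatory and acute phase, fibroblast and extracellular matrix markers, skeletal muscle markers, osteoblast and chondrocyte markers, cell cycle, stress response and cytosolic ribosomal protein. The energy list joined fatty acid oxidation, TCA cycle, OXPHOS, ATP shuttle, UCP and VDAC (292 probe sets), and the biosynthesis list joined mitochondrial HSP, ribosomal protein, TIMM and TOMM (189 probe sets). Lists were tested with camera on 1 probe set per gene with its preset correlation of 0.01, adjusted over 408 list tests, and again with a correlation estimated from the arrays. Numbers "adjusted over the list alone" used the p values of that list only.

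Genes were named by rule. These were all genes of the paper, and in each list, cell type and at 24 and 48 hrs the 3 largest rises and 2 largest falls with an adjusted p under 0.05 and all RSG arrays on 1 side of all DMSO arrays. Over all genes the 5 largest rises and 5 largest falls of each cell type and time were added under the same conditions, with up to 5 genes each way whose effect differed most between the cell types at 24 hrs. With 3 arrays against 3, such a separation occurs by chance for 10% of probe sets. Where a gene was under 19.9 on every array of a group, only a bound on its fold change is given, and it was ranked within a cell type only where both sides were measured. The differences between the cell types were ranked by fitted values, also where a group was under 19.9.

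The arrays of a time and treatment carry replicate numbers. After group means were removed, RSG and DMSO arrays of the same number correlated at more than 0.1 in 18 of 18 pairs of C3H/10T1/2 adipocytes, from 0.132 to 0.307, and in 14 of 17 pairs of 3T3-L1 adipocytes, from 0.019 to 0.261. The number was therefore taken to pair the C3H/10T1/2 arrays, and results with it as a block are given beside theirs. The methods state that the 3 replicates of a condition came from 3 batches of cells in each cell type, and not that a number marks the same batch in every condition. In 3T3-L1 adipocytes the arrays were therefore taken to share only a number. The other alternatives were a fit with no trend, a floor at 19.9, no filter, a fit of only the groups compared, quantile normalization, and the methods' test (an analysis of variance on log10 signals with an unadjusted p under 0.05 and a 1.2-fold difference), with and without adjustment.

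The pipeline was tried on made-up values with known changes laid over the real spread of the arrays. Of 50 probe sets each with a true log2 change of 0.5, 1, 2 and -1, it recovered 10%, 46%, 86% and 46% in 3T3-L1 adipocytes at 2 hrs, and 18%, 58%, 84% and 58% at 24 hrs. In C3H/10T1/2 adipocytes it recovered 12%, 66%, 96% and 60% at 2 hrs, and 18%, 58%, 100% and 58% at 24 hrs. Differences between the cell types at 24 hrs were recovered for 2%, 38%, 66% and 34%. From 3 to 7 unchanged probe sets were called in these runs. In these runs a change of 1.4-fold was therefore missed more often than found. Each run changed only 200 probe sets, while limma called 2119 in 3T3-L1 adipocytes at 24 hrs. An adjusted p depends on how many probe sets change, so these shares do not carry over to the late times. A gene that did not pass the test may still have changed.

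Genes that the annotation did not match by name were not analysed here, among them Acsl1, Cpt1b, Ucp2 and adipsin. Protein, staining, respiration and PCR measurements of the paper were not used here.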

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

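The tests of RNA integrity and of other groupings of the arrays, and the account of which groupings gave large numbers, were chosen only after the results were seen. The other tests of this part were not.

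The effect of RSG was tested for a difference between the cell types, and results are given here because they passed it. Over 18274 probe sets limma called 3 different at 7 hrs, 47 at 24 hrs and 155 at 48 hrs. At 24 and 48 hrs the replicate block called 164 and 391 and the methods' test 1545 and 1631, and at 24 hrs the floor at 19.9 called 99 and quantile normalization 77. At 24 hrs the effect was more positive in 3T3-L1 adipocytes for 27 and in C3H/10T1/2 adipocytes for 20, and at 48 hrs for 120 and 35. The number at 24 hrs was 27 without C3H/10T1/2 DMSO replicate 3, 25 without 3T3-L1 DMSO replicate 2 and 28 without 3T3-L1 DMSO replicate 3. That at 48 hrs was 100 without 3T3-L1 DMSO replicate 1. When the arrays of each cell type were regrouped, 18 of 100 groupings, the real one included, gave as many at 24 hrs, with a highest other of 1612, and 16 of 100 at 48 hrs, with a highest other of 3133. Chance is not excluded for these numbers by that count. Groupings with several times the real number point to a structure of the samples. At 24 hrs 16 of the 17 others as large, and at 48 hrs 15 of 15, kept the real groups of 1 cell type and mixed those of the other, so they set an RSG effect against none. Of groupings that kept neither, 1 of 80 was as large at 24 hrs (highest 77) and 0 of 83 at 48 hrs (highest 31).

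At 24 hrs the log2 effect was larger in 3T3-L1 than in C3H/10T1/2 adipocytes for Pfkfb3 (difference 2.35, adjusted p = 0.000128), Acaa1b (2.03, adjusted p = 4.47e-11), Ptpn6 (1.93, adjusted p = 0.0284), Pck1 (1.53, adjusted p = 0.0195) and Mgll (1.501, adjusted p = 0.000128), all from limma. Acaa1b rose in both cell types, by 3.50 and 1.47 (adjusted p = 9.14e-16 and 1.41e-09), and Mgll rose in 3T3-L1 adipocytes by 1.503 against 0.002 (adjusted p = 0.994). Pfkfb3 had 2.49 and 0.14 (adjusted p = 1.42e-07 and 0.815). Ptpn6 had 0.81 in 3T3-L1 adipocytes (adjusted p = 0.0833, and 0.0285 without DMSO replicate 1) and -1.12 in C3H/10T1/2 adipocytes (adjusted p = 0.0184, and 0.0602 without DMSO replicate 2, 0.0871 without DMSO replicate 3 and 0.189 without RSG replicate 3). The difference was negative for Emp1 (-1.68, adjusted p = 0.0166). Fitted differences of Tcaf2 (-3.34, adjusted p = 0.0203), Xrcc5 (-2.98, adjusted p = 0.00863), Timeless (-2.66, adjusted p = 4.57e-05) and Osr2 (-2.39, adjusted p = 0.0331) were more negative, but each rests on a group under 19.9, so their sizes and ranks are not measured. With RSG in 3T3-L1 adipocytes the signal was under it for Tcaf2, Xrcc5 and Timeless, so that they fell at least 2.60-fold, 1.01-fold and 3.76-fold. In the other cell type Tcaf2 was at least 1.15-fold higher but did not pass the test (adjusted p = 0.296), and Xrcc5 at least 1.42-fold lower (adjusted p = 0.0162, and 0.0814 without DMSO replicate 1 and 0.0941 without RSG replicate 3), and Osr2 was under 19.9 in both groups. Timeless fell there by 1.00 on the log2 scale (adjusted p = 0.0177, and 0.0513 without DMSO replicate 1, 0.0561 without DMSO replicate 2 and 0.12 without RSG replicate 1). Emp1 fell by 2.19 in 3T3-L1 adipocytes (adjusted p = 1.58e-07).

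Of the genes the paper names, the most abundant Cycs probe set had a larger effect in 3T3-L1 adipocytes, by 1.05 at 24 hrs and 1.05 at 48 hrs (adjusted p = 0.00916 and 0.00422). Another Cycs probe set differed by 1.01 and 0.89 (adjusted p = 0.00493 and 0.00862). A further Cycs probe set did not pass the test, with 0.37 and 0.40 (adjusted p = 0.813 and 0.775). Hadha had a larger effect in 3T3-L1 adipocytes by 0.75 at 48 hrs (adjusted p = 0.0187). Pdk4 had the larger effect in C3H/10T1/2 adipocytes at 7 hrs, with a difference of -1.31 (standard error 0.25, adjusted p = 0.0148). It is 1 of the 3 probe sets that differed at that time.

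The change of energy probe sets with time also differed between the cell types. Of 277, the change from 1 to 24 hrs differed for 55 with DMSO and 84 with RSG, and that from 1 to 48 hrs for 32 and 91. It was more positive in 3T3-L1 adipocytes for 54, 84, 32 and 90 of them. The median difference was 0.42 and 0.46 on the log2 scale at 24 hrs and 0.37 and 0.49 at 48 hrs.

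The array also measured lists of genes that the paper's text does not analyse, which limma called at 24 hrs. In 3T3-L1 adipocytes RSG raised 19 of 35 probe sets of lipid storage and PPARγ targets, 19 of 34 of cholesterol synthesis, 7 of 26 of fatty acid synthesis, 19 of 27 of glycolysis, 14 of 40 of peroxisomes and 5 of 32 of the stress response. It lowered 10 of 35 fibroblast and matrix probe sets and 11 of 18 inflammatory and acute phase ones. For C3H/10T1/2 adipocytes the numbers raised were 4 of 35, 6 of 33, 5 of 26, 9 of 27, 4 of 39 and 7 of 31, and 3 of 19 for fusion, fission and prohibitins, and those lowered were 9 of 33 and 4 of 19. These lists were tested as a whole with camera. With an estimated correlation the adjusted p was over the threshold in 3T3-L1 adipocytes for fatty acid synthesis (0.158), fibroblast and matrix (0.0697), inflammatory (0.0502) and stress response (0.336). It was so in C3H/10T1/2 adipocytes for lipid storage (0.155), cholesterol synthesis (0.238), fatty acid synthesis (0.289), glycolysis (0.0985), inflammatory (0.53) and stress response (0.0663). Between the cell types the lists were not tested. In 3T3-L1 adipocytes with DMSO 13 of the 27 glycolysis probe sets were lower at 24 hrs than at 1 hr (median log2 change -0.53) and 0 higher, while with RSG 4 were higher and 1 lower (median 0.15, camera p = 0.0019, and p = 0.0825 with an estimated correlation). The 19 raised at 24 hrs were thus set against DMSO arrays on which the list had fallen. In C3H/10T1/2 adipocytes with DMSO the inflammatory list had 5 probe sets higher and 2 lower at 24 hrs than at 1 hr. Its median log2 change was 0.841 (camera p = 0.00318, and p = 0.199 with an estimated correlation). With RSG 2 were higher and 0 lower (median 0.056). The 4 inflammatory probe sets lowered there were thus set against DMSO arrays on which the list median had risen. So were the 9 fibroblast and matrix ones (median 0.287 with DMSO).

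In C3H/10T1/2 adipocytes with DMSO other lists fell from 1 to 24 hrs by larger medians than the energy list, namely cholesterol synthesis with 15 of 33 probe sets lower (median log2 change -0.78), glycolysis with 19 of 27 (-0.63), stress response with 15 of 31 (-0.53) and fatty acid synthesis with 13 of 26 (-0.47). The lipolysis list had 1 of 9 higher and 0 lower (median 0.14, camera p = 0.00642, and p = 0.0594 with an estimated correlation).

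In C3H/10T1/2 adipocytes with DMSO, 95 of 270 energy probe sets were lower and 6 higher at 24 hrs than at 1 hr, with a median log2 change of -0.31 (camera p = 2.2e-21, and 0.00121 with an estimated correlation), and 75 were lower at 48 hrs, or 46 without DMSO 48-hr replicate 1. Scaling of the arrays is argued against, since quantile normalization still called 87 lower at 24 hrs. A loss of the adipocyte state stays open, because 8 fibroblast and matrix probe sets were called higher and none lower, which it needs (camera p = 0.00252, and p = 0.072 with an estimated correlation). Of the brown adipocyte markers 4 of 13 were lower and 1 higher (median log2 change -0.217, camera p = 0.00078, and p = 0.00603 with an estimated correlation). The lipid storage and PPARγ targets and the lipolysis list, which a loss of that state would lower, had medians above 0. An end of the exposure to RSG from the differentiation medium stays open as well, because the lipid storage and PPARγ targets had a median change of 0.21 with a 95% interval from -0.036 to 0.277, and 5 of them rose while 6 fell. Lower RNA integrity cannot be told apart either, since the actin 3' to 5' ratio alone went the way it needs. That ratio went up to 1.36 at 24 hrs from 1.12 to 1.24 at 1 hr. The Gapdh ratio, added to this test after the actin value was seen, went the other way. It went from between 0.82 and 0.834 to between 0.747 and 0.779. With RSG the actin ratio was 1.215 to 1.306 at 1 hr and 1.293 to 1.349 at 24 hrs. The mean energy level at 24 hrs, relative to DMSO at 1 hr, was 0.082 with RSG and -0.315 with DMSO. The RSG arrays do not decide this, because RSG may itself raise these genes.

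Except for 3T3-L1 adipocytes at 2 hrs, where no such check was made, the groups at each time were compared over all 10 groupings of their arrays, too few for a share under 0.05. Of 41 such results, 37 were above 0, and in each of these 1 of 10 groupings, the real one, gave the result. The highest other was 1 probe set changed against 2119 at 24 hrs and 2 against 2575 at 48 hrs in 3T3-L1 adipocytes. Among C3H/10T1/2 arrays it was 1 against 7 at 1 hr, 2 against 459 at 7 hrs and 5 against 873 at 48 hrs. For the other results above 0, the list numbers included, it was 0. In the 4 groupings of the C3H/10T1/2 arrays that part all 3 pairs, the highest other was 1, and the other 6 part fewer. Higher biosynthesis probe sets at 1 hr in both cell types, at 2 hrs in C3H/10T1/2 and at 4 hrs in 3T3-L1 adipocytes numbered 0 in all 10 groupings.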

How the results depend on the processing

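All alternatives in this part were set with the design, and no test was added after a result was seen. Of 449 gene values called by limma, the replicate block and the methods' test each kept all 449. The floor at 19.9 ended 6 calls, quantile normalization 18, no filter 21, the methods' test with adjusted p values 22 and no intensity trend 23. Fitting only the groups compared ended 133, and 139 were lost when some single array was left out. Only Osr2 at 24 hrs in C3H/10T1/2 adipocytes lost its direction, with a fitted log2 value of 1.65 that became 0 with the floor at 19.9, because both groups lie under that floor, so that no fold is measured. Its adjusted p of 0.0235 was 0.0896 without DMSO replicate 1, 0.174 without DMSO replicate 3 and 0.125 without RSG replicate 3. Of 408 gene list tests 169 passed, and 180 did with the replicate block, 149 with quantile normalization and 87 with an estimated correlation. That alternative gives correlated genes less weight by construction.

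The methods' test uses unadjusted p values by construction, and most of its numbers were higher. At the 6 times in order it called 746, 773, 1216, 2121, 4110 and 4458 probe sets in 3T3-L1 adipocytes, against 12, 31, 129, 368, 2119 and 2575 by limma. For C3H/10T1/2 adipocytes it called 498, 642, 1280, 2319, 3118 and 2524, against 7, 37, 123, 459, 1245 and 873. Higher energy probe sets numbered 1, 10, 11, 40, 182 and 170 in 3T3-L1 and 2, 5, 10, 52, 165 and 150 in C3H/10T1/2 adipocytes, against 1, 0, 3, 9, 134 and 137 and 1, 2, 2, 16, 116 and 96 by limma. Lower energy probe sets numbered 3, 3, 3, 4, 9 and 9, and 1, 2, 1, 2, 5 and 3, against 0, 0, 0, 0, 6 and 3, and 0, 0, 0, 0, 4 and 1. Higher biosynthesis probe sets numbered 2, 2, 5, 27, 48 and 39, and 1, 1, 14, 33, 42 and 51, against 0, 0, 0, 5, 22 and 25, and 0, 0, 1, 8, 18 and 23. Lower ones numbered 7, 2, 1, 3, 3 and 12, and 0, 1, 1, 2, 0 and 1, against 0, 0, 0, 0, 0 and 5, and 0, 0, 0, 0, 0 and 0. From 1 hr to 24 and 48 hrs with DMSO it called 35 and 35 energy probe sets higher and 11 and 13 lower in 3T3-L1 adipocytes, and 11 and 11 higher and 132 and 105 lower in C3H/10T1/2 adipocytes. The limma numbers were 4 and 3 and 0 and 6, and 6 and 7 and 95 and 75. With RSG it called 181 and 188 higher and 9 and 6 lower, and 26 and 39 and 10 and 10, against 155 and 161 and 5 and 5, and 11 and 15 and 6 and 7 by limma. An effect that differed between the cell types was called for 1545 and 1631 probe sets at 24 and 48 hrs, against 47 and 155 by limma.

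With the replicate number as a block more was called. The block takes the shared part of each number out of the spread. Changed probe sets numbered 19, 45, 220, 675, 2793 and 3246 in 3T3-L1 and 16, 88, 241, 969, 2036 and 1521 in C3H/10T1/2 adipocytes. Of the energy list 1, 1, 5, 15, 165 and 150, and 1, 3, 4, 28, 140 and 120, were higher, and 0, 0, 0, 1, 7 and 6, and 0, 0, 0, 1, 4 and 3, were lower. Of the biosynthesis list 0, 0, 0, 12, 36 and 28, and 0, 0, 2, 18, 35 and 36, were higher. Against 1 hr, energy probe sets higher at 24 and 48 hrs numbered 5 and 9 with DMSO and 170 and 174 with RSG in 3T3-L1 adipocytes, and 8 and 8, and 16 and 27, in C3H/10T1/2 adipocytes. Those lower numbered 3 and 8, and 6 and 6, and then 120 and 91, and 9 and 8. The cell types differed for 164 probe sets at 24 hrs and 391 at 48 hrs. In 3T3-L1 adipocytes, where the arrays share only a number, 33 of 35 arrays correlated best with their own number, a hint from the data and not the design. The block ended no call of a named gene value in either cell type. Where it called a gene that the paper calls and limma did not, only some values stand with the differences from the paper. Among those not given there, Dld at 48 hrs in C3H/10T1/2 adipocytes had adjusted p = 0.0605 by limma and 0.0366 with the block. For a Pdha1 probe set at 24 hrs in those cells the values were 0.143 and 0.0128. In 3T3-L1 adipocytes a Ppargc1a probe set at 24 hrs had 0.116 and 0.0273, and a Pnpla2 probe set at 7 hrs 0.224 and 0.00331. The 36 arrays of C3H/10T1/2 adipocytes all correlated best with their own number. It took the gene list tests past the threshold from 169 to 180.

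Fitting only the groups compared left fewer arrays for the spread. Changed probe sets numbered 1, 4, 57, 187, 1555 and 1228 in 3T3-L1 and 0, 20, 19, 141, 670 and 425 in C3H/10T1/2 adipocytes under that fit. Energy probe sets called higher numbered 0, 0, 1, 6, 111 and 79, and 0, 2, 1, 7, 76 and 37, and lower 0, 0, 0, 0, 3 and 2, and 0, 0, 0, 0, 3 and 0. The biosynthesis numbers were 0, 0, 0, 0, 17 and 13, and 0, 0, 0, 3, 8 and 6, higher and 0, 0, 0, 0, 0 and 3, and 0, 0, 0, 0, 0 and 0, lower. This alternative was not run for the comparisons with 1 hr or between the cell types.

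The remaining alternatives moved few numbers, and the cause was not tested. With no intensity trend the higher biosynthesis probe sets at 7 hrs in 3T3-L1 adipocytes went from 5 to 3, and the higher energy probe sets with DMSO at 24 hrs against 1 hr from 4 to 1. That last number was 2 with no filter and 1 by the methods' test with adjusted p values. No filter also took the lower energy probe sets with RSG at 24 hrs against 1 hr in C3H/10T1/2 adipocytes from 6 to 3. The floor at 19.9 took the lower energy probe sets at 48 hrs in 3T3-L1 adipocytes from 3 to 5. At 4 hrs in C3H/10T1/2 adipocytes the higher biosynthesis probe sets went from 1 to 2 with that floor and with quantile normalization. Probe sets that differed between the cell types at 24 hrs went from 47 to 99 with the floor and to 77 with quantile normalization. Over all these alternatives, the higher energy probe sets ranged from 119 to 133 at 24 hrs and from 128 to 136 at 48 hrs in 3T3-L1 adipocytes, and from 102 to 114 and 84 to 95 in C3H/10T1/2 adipocytes.

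Each array of 3T3-L1 adipocytes was left out in turn. A group of DMSO at 2 hrs left with 1 array was assumed to vary like the others. Changed probe sets then ranged from 75 to 111 at 4 hrs, with 83 without RSG replicate 1 and 75 without DMSO replicate 2. At 7 hrs they ranged from 146 to 262, with 224 and 234 without RSG replicates 1 and 2 and 146 and 211 without DMSO replicates 2 and 3. At 24 hrs they ranged from 1348 to 1958, with 1348 without RSG replicate 1 and 1364 without DMSO replicate 3. Energy probe sets called higher ranged from 0 to 1 at 2 hrs, with 1 without DMSO replicate 2. At 4 hrs these ranged from 0 to 3, with 0 without DMSO replicate 3. At 7 hrs these ranged from 5 to 8, with 5 without DMSO replicate 2. At 24 hrs these ranged from 78 to 135, with 84 without RSG replicate 1 and 78 without DMSO replicate 2. Those called lower ranged from 3 to 7 at 24 hrs, with 3 without RSG replicate 1. For 48 hrs the range was from 2 to 5, with 5 without DMSO replicate 1. Higher biosynthesis probe sets ranged from 1 to 3 at 7 hrs, with 2, 2 and 3 without RSG replicates 1, 2 and 3 and 3, 1 and 3 without DMSO replicates 1, 2 and 3. By 24 hrs it was from 12 to 21, with 12 without RSG replicate 1 and 14 and 12 without DMSO replicates 1 and 2.

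Among C3H/10T1/2 probe sets the number changed ranged from 4 to 9 at 1 hr, with 4 without RSG replicate 1 and 4 without DMSO replicate 2. It ranged from 55 to 98 at 4 hrs, with 58 and 76 without RSG replicates 1 and 2 and 55 without DMSO replicate 3. It ranged from 256 to 379 at 7 hrs, with 256 without RSG replicate 1 and 266 without DMSO replicate 3. It ranged from 744 to 1007 at 24 hrs, with 744 without RSG replicate 1 and 821 without DMSO replicate 2. Higher energy probe sets ranged from 1 to 3 at 4 hrs, with 1 without DMSO replicate 1. Their 7 hrs range was from 10 to 15, with 10 and 10 without RSG replicates 1 and 3. Their 48 hrs range was from 57 to 95, with 61 without RSG replicate 2 and 57 without DMSO replicate 1. Lower energy probe sets ranged from 0 to 1 at 48 hrs, with 0 without RSG replicate 3 and 0, 0 and 0 without DMSO replicates 1, 2 and 3. Biosynthesis probe sets called higher ranged from 0 to 1 at 4 hrs, with 0, 0 and 0 without RSG replicates 1, 2 and 3 and 0 and 0 without DMSO replicates 1 and 3. Next, at 7 hrs, they ranged from 3 to 9, with 3 and 5 without RSG replicates 1 and 2 and 4 and 4 without DMSO replicates 2 and 3. Next, at 24 hrs, they ranged from 11 to 16, with 11 without RSG replicate 1 and 11 without DMSO replicate 1. Next, at 48 hrs, they ranged from 11 to 21, with 11 without DMSO replicate 1. Lower ones ranged from 0 to 1 at 48 hrs, with 1 without DMSO replicate 3.

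Against 1 hr, energy probe sets higher in 3T3-L1 adipocytes with DMSO at 24 hrs ranged from 0 to 2, with 1, 0 and 2 without DMSO 1-hr replicates 1, 2 and 3 and 0, 1 and 2 without DMSO 24-hr replicates 1, 2 and 3. Higher ones with DMSO at 48 hrs ranged from 0 to 6, with 1, 1 and 6 without DMSO 1-hr replicates 1, 2 and 3 and 0 and 5 without DMSO 48-hr replicates 1 and 2. Lower ones with DMSO at 24 hrs ranged from 0 to 1, with 1 without DMSO 1-hr replicate 1 and 1 without DMSO 24-hr replicate 1. Lower ones with RSG at 48 hrs ranged from 3 to 5, with 3 without RSG 1-hr replicate 3 and 3 without RSG 48-hr replicate 1. In the same comparison higher C3H/10T1/2 ones with DMSO at 48 hrs ranged from 3 to 6, with 3 and 3 without DMSO 1-hr replicates 2 and 3 and 3 without DMSO 48-hr replicate 2. Lower ones with DMSO at 48 hrs ranged from 46 to 70, with 46 without DMSO 48-hr replicate 1. Higher ones with RSG at 24 hrs ranged from 7 to 14, with 7 without RSG 1-hr replicate 2. Higher ones with RSG at 48 hrs ranged from 8 to 15, with 9 and 8 without RSG 1-hr replicates 2 and 3 and 9 without RSG 48-hr replicate 2. Lower ones with RSG at 24 hrs ranged from 3 to 5, with 3 without RSG 1-hr replicate 1 and 3 without RSG 24-hr replicate 1. Lower ones with RSG at 48 hrs ranged from 2 to 6, with 2 and 4 without RSG 1-hr replicates 1 and 3 and 4 and 2 without RSG 48-hr replicates 2 and 3. The probe sets that differed between the cell types ranged from 25 to 66 at 24 hrs, with 27 without C3H/10T1/2 DMSO replicate 3 and 25 and 28 without 3T3-L1 DMSO replicates 2 and 3, and from 100 to 192 at 48 hrs, with 100 without 3T3-L1 DMSO replicate 1. An array left out also leaves fewer arrays for the spread, and no other cause was tested.

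Signal over background set a further limit. The median signal of an array lay between 50.2 and 64.2 in 3T3-L1 and between 38.2 and 46.9 in C3H/10T1/2 adipocytes, against a presence level of 19.9. Of 22626 probe sets 18028 and 16123 reached that level in some group and were tested. A change that begins under it, such as that of Ppara, can only be bounded from below.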

Differences from the paper's values

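The paper used an unadjusted p under 0.05 and a 1.2-fold difference, and the limma values use an adjusted p, over lists that are not the paper's. The methods' test and the other alternatives were set before the data were examined. The paper's 57% of energy probe sets higher at 48 hrs in C3H/10T1/2 adipocytes compares with 35.6% by limma. The difference falls within 1.5-fold with the replicate block (44.4%) and the methods' test (55.6%). It does not with quantile normalization (34.1%), no filter (29.1%), a floor at 19.9 (35.2%), no intensity trend (31.1%), the methods' test with adjusted p values (34.4%) or only the groups compared (13.7%). Nor does it with any single array left out, from 21.1% to 35.2%, which is 22.6% without RSG replicate 2 and 21.1% without DMSO replicate 1. The other 3 shares of energy probe sets were also lower than the paper's, but by less than 1.5-fold, with 48.6%, 43.0% and 49.6% by limma and 65.9%, 61.1% and 61.6% by the methods' test, against the paper's 70%, 63% and 66%. These 3 were not so under every alternative. The 3T3-L1 share at 24 hrs was more than 1.5-fold lower with quantile normalization (43.1%), no filter (42.8%), no intensity trend (44.2%) and only the groups compared (40.2%). It was so too without RSG replicates 1, 2 and 3 (30.4%, 42% and 44.2%) and DMSO replicates 2 and 3 (28.3% and 38.4%). That of C3H/10T1/2 adipocytes at 24 hrs was more than 1.5-fold lower with quantile normalization (37.8%), no filter (36.3%), no intensity trend (39.3%), the methods' test with adjusted p values (41.9%) and only the groups compared (28.1%). So it was with each array left out, since leaving out RSG replicates 1, 2 and 3 gave 29.3%, 37% and 35.6%, and DMSO replicates 1, 2 and 3 gave 35.2%, 30% and 33.7%. At 48 hrs the 3T3-L1 share was that much lower with only the groups compared (28.6%) and without RSG replicate 1 (36.6%) or DMSO replicates 2 and 3 (38.4% and 41.7%).

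The paper's 18% and 23% of biosynthesis probe sets higher at 7 hrs in 3T3-L1 and C3H/10T1/2 adipocytes compare with 2.8% and 4.6%. Only the methods' test falls within 1.5-fold, with 15.3% and 19.1%. The others give 6.8% and 10.4% (replicate block), 2.8% and 5.8% (quantile normalization), 2.1% and 3.7% (no filter), 2.8% and 4.6% (floor at 19.9), 1.7% and 4% (no intensity trend), 2.3% and 6.4% (the methods' test with adjusted p values) and 0% and 1.7% (only the groups compared). With 1 array left out the 3T3-L1 share was 1.1%, 1.1% and 1.7% without RSG replicates 1, 2 and 3 and 1.7%, 0.6% and 1.7% without DMSO replicates 1, 2 and 3. For C3H/10T1/2 adipocytes it was 1.7%, 2.9% and 4% without RSG replicates 1, 2 and 3, and 5.2%, 2.3% and 2.3% without DMSO replicates 1, 2 and 3.

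For biosynthesis probe sets lower at 7 hrs the paper gives 2%, and limma called 0% in both cell types, with 2 and 1 probe sets at an unadjusted p under 0.05. The methods' test gives 1.7% in 3T3-L1 adipocytes, which is within 1.5-fold, and 1.2% in C3H/10T1/2 adipocytes, which is not. Every other alternative, and each array left out, gave 0%. At 1 hr the paper has 2 energy genes higher in C3H/10T1/2 adipocytes and limma called 1. The methods' test gives 2. With only the groups compared there were 0, and the remaining alternatives and each array left out gave 1.

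For genes, the paper has Pdk4 and Crat raised at 2 hrs in both cell types. Pdk4 in 3T3-L1 adipocytes had an adjusted p of 0.103 from limma, 0.0465 with the replicate block, and the methods' test called it (1.84-fold, unadjusted p = 0.000365). Neither of the 2 Crat probe sets had an adjusted p under 1 by limma, and the methods' test called 1 of them at 1.35-fold and 1.22-fold. Ehhadh, also raised by the paper in both at that time, was under 19.9 in 3T3-L1 adipocytes and not tested there. The paper keeps Ucp3 raised from 2 or 4 to 48 hrs. Limma called 1 of its 2 probe sets in C3H/10T1/2 adipocytes at 7 hrs (adjusted p = 0.0185, and 0.089 without DMSO replicate 2, 0.0748 without RSG replicate 1 and 0.0895 without RSG replicate 3). It was also called at 48 hrs (0.042, and 0.203 and 0.181 without DMSO replicates 1 and 2 and 0.0819, 0.0544 and 0.181 without RSG replicates 1, 2 and 3). The replicate block added 2, 4 and 24 hrs (0.0221, 0.00345 and 0.0182), the methods' test called it from 2 to 48 hrs, and without RSG replicate 2 it was called at 4 hrs (0.0334). Its other probe set was called there by the methods' test at 2, 24 and 48 hrs, by the block at 24 and 48 hrs (0.0273 and 0.0094), and without DMSO replicate 1 at 24 hrs (0.0434) or DMSO replicate 3 at 48 hrs (0.0356). In 3T3-L1 adipocytes limma called neither, the methods' test called one at 2 and 48 hrs and the other at 2, 4, 7 and 24 hrs, and the block called the other at 7 and 24 hrs (0.0129 and 0.00997). Without DMSO replicate 2 the first had an adjusted p of 0.0145 at 2 hrs, and without DMSO replicate 1 the other had 0.0118 at 24 hrs.

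Figure 3 shows Surf1 lower at 24 hrs in C3H/10T1/2 adipocytes, and Opa1 at 24 hrs and Bcs1l at 48 hrs higher. By limma these had adjusted p values of 0.124, 0.0932 and 0.0521. The methods' test called all 3 (0.791-fold, 1.46-fold and 1.37-fold). The block called Opa1 (0.0418) and Bcs1l (0.0149), as did the fit without RSG replicate 3 for Opa1 (0.0139) and those without DMSO replicate 2 (0.0138) or RSG replicate 1 (0.0466) for Bcs1l. One Immt probe set there had 0.0973 at 24 hrs and another 0.199 at 48 hrs, which the methods' test called at 1.23-fold and 1.44-fold, as did the fit without RSG replicate 3 for the first (0.0265) and the block for the second (0.0238). The paper has Nrip1 raised at 2 hrs in both cell types and to 24 hrs in 3T3-L1 adipocytes. In 3T3-L1 adipocytes limma called neither probe set at 2 or 4 hrs (adjusted p = 0.398 and 0.109 for the first, 0.52 and 0.206 for the second), the first at 7 hrs (0.0301, and 0.0661, 0.0683 and 0.161 without DMSO replicates 1, 2 and 3 and 0.129 and 0.181 without RSG replicates 1 and 2) and the second at 24 hrs (0.0113, and 0.0637 without DMSO replicate 1 and 0.0564 and 0.0693 without RSG replicates 1 and 2). By the methods' test both were called from 2 to 24 hrs, and the block added the second at 4 hrs (0.0499) and the first at 24 hrs (0.0463). The paper has it back at the DMSO level after 2 hrs in C3H/10T1/2 adipocytes, where limma called the first probe set at 7 hrs (0.026, and 0.058 and 0.161 without DMSO replicates 1 and 3 and 0.0685 and 0.156 without RSG replicates 1 and 2). The second had 0.256 at 2 hrs and 0.362 at 7 hrs there, and 0.000493 and 0.0368 with the block, and the methods' test called it at 2 hrs.

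Of the factors for which the paper's Figure 3 marks a change in a single cell type, limma called Gabpa at 48 hrs in 3T3-L1 adipocytes (adjusted p = 0.0399, and 0.286 without DMSO replicate 1 and 0.0602, 0.16 and 0.0655 without RSG replicates 1, 2 and 3) and not Gabpa at 24 hrs (0.124), Tfb1m at 7 and 24 hrs (0.389 and 0.0514), Tfam at 24 hrs (0.205), Nrf1 at 4 hrs (0.768) or Gabpb1 at 2 hrs (1). Each of these was called by the methods' test, and the block called Gabpa (0.0477) and Tfb1m (0.0181) at 24 hrs. Gabpa was also called without DMSO replicate 2 (0.0315), and Tfb1m without DMSO replicate 1 (0.0404), RSG replicate 2 (0.0231) or RSG replicate 3 (0.0339). Tfb1m at 24 hrs in C3H/10T1/2 adipocytes (0.235) and Tfb2m at 1 hr there (1) were called by the methods' test alone. Ppargc1b at 2 hrs in C3H/10T1/2 adipocytes, which the paper calls by PCR and not by array, had 0.096 by limma and 0.0303 with the block, and the methods' test called it (1.96-fold). The paper has Lipe raised. Limma did not call it at any time, with 0.089 and 0.0698 at 4 and 24 hrs in 3T3-L1 adipocytes and 0.165 and 0.116 at 4 and 7 hrs in C3H/10T1/2 adipocytes. These 4 values and that at 48 hrs in 3T3-L1 adipocytes were called by the methods' test, and the block called the 4 (0.0389, 0.0378, 0.049 and 0.0374). So did the fits without RSG replicate 3 at 24 and 48 hrs in 3T3-L1 adipocytes (0.0402 and 0.0396) and without RSG replicate 2 at 7 hrs in C3H/10T1/2 adipocytes (0.0395).

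Of other genes that the paper calls, limma did not call Acadsb (0.0669) and Acsl5 (0.0904) at 48 hrs and both Pdhb probe sets at 24 hrs (0.0522 and 0.0731) in C3H/10T1/2 adipocytes, or Slc25a24 (0.0714) at 48 hrs in 3T3-L1 adipocytes. The methods' test called all of these, and with the block they had 0.0347, 0.0415, 0.0262, 0.0493 and 0.0456. Without DMSO replicate 1 the second Pdhb probe set had 0.0435 and Slc25a24 0.0154. Pnpla2 in C3H/10T1/2 adipocytes was called by 1 of its 2 probe sets, at 48 hrs (0.0219, and 0.262 without DMSO replicate 1 and 0.168 without RSG replicate 1).

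The paper has Fasn and Slc2a1 respond differently in the 2 cell types. The difference in the RSG effect was not called by limma at 48 hrs (adjusted p = 0.413 for Fasn and 0.245, 0.431 and 0.288 for the 3 Slc2a1 probe sets), although each was called in 3T3-L1 adipocytes alone. Fasn had 0.0138 there, and 0.146 without RSG replicate 2, and at 24 hrs 0.131 by limma, 0.0402 with the block and a call by the methods' test. The paper describes only a slight further rise in the number of biosynthesis genes after 7 hrs. By limma the number went from 5 to 22 and 25 in 3T3-L1 and from 8 to 18 and 23 in C3H/10T1/2 adipocytes, and by the methods' test from 27 to 48 and 39 and from 33 to 42 and 51. With 1 array left out the limma numbers at 7 hrs lay between 1 and 3, and between 3 and 9. The paper has Dio2 and PGC-1α at similar levels in the 2 cell types. Over the 6 times with DMSO, 1 Dio2 probe set was lower in C3H/10T1/2 adipocytes, with a log2 difference of -0.66 (adjusted p = 2.24e-07 from limma), and 1 Ppargc1a probe set, with -1.25 (adjusted p = 1.49e-16). The other tested probe sets of these genes had mean signals under 19.9 in C3H/10T1/2 adipocytes, and no difference is given for them. The level of Cidea, which the paper finds higher in C3H/10T1/2 adipocytes, was higher by 3.08 over the 6 times (adjusted p = 3.13e-22). With DMSO its signal was 1451 in C3H/10T1/2 against 94.2 in 3T3-L1 adipocytes at 1 hr, and 214 against 103 at 48 hrs, and single times were not tested. These tests of level counted 18 and 17 arrays as independent. The methods state 3 batches of cells, so the p values may be too small. The median array signal with DMSO was 43.5 in C3H/10T1/2 and 59.1 in 3T3-L1 adipocytes. Part of the lower Dio2 and Ppargc1a signals may therefore come from array scaling, which was not tested.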

Other observations

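The tests of the timing of the 2 lists were chosen only after the results were seen.

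The paper places the biosynthesis genes before the energy genes, and this may be an earlier rise or a matter of how few biosynthesis genes change at all. Among genes higher at 24 or 48 hrs by the methods' test, 15 of 37 biosynthesis genes and 23 of 118 energy genes were already called at 7 hrs in 3T3-L1 adipocytes (exact Fisher p = 0.0151). In C3H/10T1/2 adipocytes they were 18 of 45 and 31 of 111 (exact Fisher p = 0.182), so the order was not shown there. By limma they were 4 of 22 and 4 of 96 (0.0389), and 6 of 24 and 9 of 82 (0.1). Over all genes of the lists the shares at 7 hrs were alike by the methods' test, with 19 of 106 and 25 of 154 (0.739), and 22 of 106 and 32 of 151 (1), and genes of a list are not independent, so these p values may be too small.

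The lists that the paper's text does not treat went on to 48 hrs. In 3T3-L1 adipocytes limma then called 16 of 35 lipid storage and PPARγ target probe sets higher and 2 lower, 23 of 34 of cholesterol synthesis, 14 of 26 of fatty acid synthesis, 24 of 27 of glycolysis and 15 of 40 of peroxisomes higher. Branched-chain amino acid breakdown had 4 of 23 higher and 1 lower, and fusion, fission and prohibitins 5 of 19. The stress response had 9 higher and 4 lower of 32. Lower were 18 of 35 fibroblast and matrix, 6 of 18 inflammatory, 13 of 87 cytosolic ribosomal protein, 2 of 33 cell cycle and 2 of 8 osteoblast and chondrocyte probe sets. Of the 10 skeletal muscle probe sets limma called 0, with 1 higher and 1 lower at an unadjusted p under 0.05. Against 1 hr, 20 of the 27 glycolysis probe sets were lower at 48 hrs with DMSO and 0 higher (median log2 change -0.997). With RSG 8 were higher and 0 lower (median 0.247). The 24 glycolysis probe sets raised at 48 hrs were thus set against DMSO arrays on which the list had fallen.

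C3H/10T1/2 adipocytes at 48 hrs had fewer calls in these lists, with 4 of 35 lipid storage and PPARγ target probe sets, 2 of 26 of fatty acid synthesis, 7 of 27 of glycolysis, 7 of 39 of peroxisomes, 1 of 23 of branched-chain amino acid breakdown and 1 of 19 of fusion, fission and prohibitins higher. For cholesterol synthesis limma called 0 of 33, with 3 higher at an unadjusted p under 0.05. Lower were 10 of 33 fibroblast and matrix, 2 of 19 inflammatory and 1 of 26 cell cycle probe sets, and the stress response had 2 higher and 5 lower of 31. Limma called 0 of 83 cytosolic ribosomal protein, 0 of 10 muscle and 0 of 7 osteoblast and chondrocyte probe sets, with 1, 0 and 1 lower at an unadjusted p under 0.05. Whether the cell types differ in a list was not tested. With an estimated correlation many of the camera calls at 48 hrs passed the threshold no longer, among them lipid storage (adjusted p = 0.0606 and 0.339 in 3T3-L1 and C3H/10T1/2 adipocytes), inflammatory (0.139 and 0.528) and glycolysis in C3H/10T1/2 adipocytes (0.0883).

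The mRNA of adiponectin (Adipoq), whose secretion the paper measured, did not pass the test. In 3T3-L1 adipocytes its signal was 8552 ± 800 (SD, n = 3) with RSG and 7415 ± 973.7 (SD, n = 3) with DMSO at 24 hrs (log2 fold change 0.21, adjusted p = 0.492 from limma), and -0.04 at 48 hrs (adjusted p = 0.926). The methods' test called it at neither time. Pparg itself was lower with RSG, with a log2 fold change of -1.03 in 3T3-L1 adipocytes at 24 hrs (adjusted p = 7.88e-05). Its log2 fold change in C3H/10T1/2 adipocytes at 48 hrs was -0.61 (adjusted p = 0.00108 from limma). The most abundant of 4 Fabp4 probe sets did not pass the test in 3T3-L1 adipocytes at 24 hrs (0.34, adjusted p = 0.168 from limma), although the methods' test called it (1.26-fold), while another rose by 1.46 (adjusted p = 0.000123).

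Among the largest changes of genes that the paper's text does not name, Acaa1b rose by 4.82 in 3T3-L1 adipocytes at 48 hrs (adjusted p = 8.6e-20 from limma). The paper's supplementary tables were not used here. Cyp2f2 fell in both cell types at 48 hrs, with -2.60 and -2.76 (adjusted p = 1.47e-14 and 6.3e-07). Olr1 rose by 3.13 and 2.50 (adjusted p = 2.69e-07 and 0.000464). Among acute phase genes Hp had -2.53 in 3T3-L1 adipocytes at 48 hrs (adjusted p = 8.28e-13), and Orm1 -1.60 in C3H/10T1/2 adipocytes (adjusted p = 1.62e-05). Lss of cholesterol synthesis rose by 2.02 in 3T3-L1 adipocytes (adjusted p = 6.4e-09), and the stress gene Hmox1 by 1.56 at 24 hrs (adjusted p = 0.000683). At 1 hr G0s2 rose in both cell types, by 1.07 and 1.40 (adjusted p = 0.000391 and 0.002), the latter with 0.0588 without DMSO replicate 2 and 0.0685 without RSG replicate 1. Cited2 fell by 1.16 on the log2 scale in 3T3-L1 adipocytes (adjusted p = 0.000576), and Pim3 rose by 1.07 in C3H/10T1/2 adipocytes (adjusted p = 5.49e-07).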
